# LsAP2 regulates leaf morphology by inhibiting CIN-like TCP transcription factors and repressing *LsKAN2* in lettuce

**DOI:** 10.1038/s41438-021-00622-y

**Published:** 2021-09-01

**Authors:** Chen Luo, Shenglin Wang, Kang Ning, Zijing Chen, Yixin Wang, Jingjing Yang, Qian Wang

**Keywords:** Leaf development, Plant molecular biology, Plant polarity, Reporter genes, Reverse transcription polymerase chain reaction

## Abstract

Leaf size and flatness directly affect photosynthesis and are closely related to agricultural yield. The final leaf size and shape are coordinately determined by cell proliferation, differentiation, and expansion during leaf development. Lettuce (*Lactuca sativa* L.) is one of the most important leafy vegetables worldwide, and lettuce leaves vary in shape and size. However, the molecular mechanisms of leaf development in lettuce are largely unknown. In this study, we showed that the lettuce *APETALA2* (*LsAP2*) gene regulates leaf morphology. *LsAP2* encodes a transcriptional repressor that contains the conserved EAR motif, which mediates interactions with the TOPLESS/TOPLESS-RELATED (TPL/TPR) corepressors. Overexpression of *LsAP2* led to small and crinkly leaves, and many bulges were seen on the surface of the leaf blade. LsAP2 physically interacted with the CINCINNATA (CIN)-like TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING CELL FACTOR (TCP) transcription factors and inhibited their transcriptional activation activity. RNA sequencing analysis showed that LsAP2 affected the expression of auxin- and polarity-related genes. In addition, LsAP2 directly repressed the abaxial identity gene *KANADI2* (*LsKAN2*). Together, these results indicate that LsAP2 regulates leaf morphology by inhibiting CIN-like TCP transcription factors and repressing *LsKAN2*, and our work provides insights into the regulatory mechanisms of leaf development in lettuce.

## Introduction

Leaves are important plant organs in which photosynthesis converts carbon dioxide and water to carbohydrates and oxygen^1^. Leaf size is crucial for photosynthesis because leaf area directly affects light absorption^2^. Most plants have evolved flat leaves to efficiently capture light energy^3^. Large and flat leaves photosynthesize strongly and synthesize more organic compounds than other leaf types^4^. Because leaf size and flatness are closely related to agricultural yield, understanding the regulatory mechanisms and genetic bases of leaf development will contribute to the improvement of crop production.

Leaf development is initiated from the shoot apical meristem and is controlled by complex regulatory mechanisms^5^. Initially, leaf primordia are specified in the flanking region of the shoot apical meristem. Subsequently, the adaxial–abaxial and proximal–distal axes are established with the bulging of the leaf primordia. Then, the blade and petiole regions are specified. After leaf blade formation, cell proliferation and differentiation occur throughout the leaf blade. Finally, the leaves become fully developed, revealing their specific sizes and shapes^2,3^.

Establishment of leaf adaxial–abaxial polarity is required for the flat outgrowth of the lamina^6^. In *Arabidopsis*, the processes involved in establishing adaxial–abaxial polarity have been studied extensively. The classic two-domain view is that a leaf primordium can be divided into two domains, namely, an adaxial domain and an abaxial domain, that can suppress each other. *PHABULOSA* (*PHB*), *PHAVOLUTA* (*PHV*), and *REVOLUTA* (*REV*), which encode the class III HD-ZIP transcription factors, define the adaxial domain^7^, which is also promoted by two genes, namely, *ASYMMETRIC LEAVES1* (*AS1*) and *ASYMMETRIC LEAVES2* (*AS2*)^8^. Members of the KANADI (KAN) transcription factor family, namely, *KAN1* and *KAN2*, together with *AUXIN RESPONSE FACTOR3* (*ARF3*) and *ARF4*, promote the abaxial domain^9,10^. In addition, members of the YABBY (YAB) transcription factor family, such as *YAB1*, *YAB2*, and *YAB3*, redundantly promote the abaxial domain^11^.

Leaf size and shape are determined by strict control of cell proliferation, differentiation, and expansion during leaf development^2,3^. The class II TEOSINTE BRANCHED1/CYCLOIDEA/PROLIFERATING CELL FACTOR (TCP) transcription factors are well-known regulators of leaf development and play dominant roles in modulating leaf size and morphology^12^. The TCP transcription factors repress the activity of the marginal meristem and promote the switch from cell proliferation to cell differentiation^13,14^. Inactivation of *CINCINNATA* (*CIN*), which encodes a TCP protein in snapdragon (*Antirrhinum majus* L.), leads to delayed cell differentiation, and the leaves of *cin* mutants are crinkly and display excessive growth in the interveinal and marginal regions^15^. The functions of CIN-like TCP transcription factors (CIN-like TCPs) during leaf development appear to be conserved across diverse plant species, because disruption of CIN-like TCPs in *Arabidopsis* and tomato (*Solanum lycopersicum* L.) also caused abnormal morphology^16–18^.

Lettuce (*Lactuca sativa* L.) belongs to the large Asteraceae family and is one of the most popular leafy vegetables worldwide^19^. Lettuce cultivars can be classified into several horticultural types according to their morphological characteristics, and most of the cultivars are leafy types that are harvested for their leaves^20^. Leafy lettuce supplies energy, vitamins, dietary fibers, and minerals and is mostly consumed as a fresh vegetable^21^. Recently, transgenic lettuce expressing small artificial RNA was found to be useful in the treatment of hepatitis B virus infection^22^, indicating that lettuce could be a natural manufacturer of both food and medicine and opening up new possibilities for the lettuce industry in the future. Lettuce leaves vary in shape, size, and color^23–25^, but the molecular mechanisms of leaf development in lettuce are largely unknown.

In a previous study, we investigated the role of lettuce APETALA2 (LsAP2) in regulating seed shape^26^. In this study, we show that LsAP2 also functions as a regulator of leaf development and describe LsAP2-related regulatory networks that may be involved in leaf development. Our results will not only advance the understanding of the mechanism of LsAP2 in regulating leaf morphology but also provide insights into the molecular regulatory networks of leaf development in lettuce.

## Results

### *LsAP2* is expressed in leaves and shoot apexes

*APETALA2* (*AP2*) encodes a member of the large APETALA2/ETHYLENE RESPONSIVE FACTOR (AP2/ERF) transcription factor family, and the AP2 protein is involved in various developmental processes in many plant species^27^. To determine the potential functions of *LsAP2* during vegetative growth in lettuce, we explored its expression patterns in vegetative tissues by quantitative real-time PCR (qRT-PCR). The expression of *LsAP2* was higher in the leaf and shoot apex than in the root and stem (Fig. 1a). In addition, *LsAP2* exhibited higher expression in young and mature leaves than in old leaves (Fig. 1b). Because the shoot apex supports the vertical growth of lettuce and gives rise to all other lateral meristems and organs^28^, we also investigated the expression of *LsAP2* in shoot apexes at different vegetative growth stages. We found that *LsAP2* expression gradually increased between successive stages of vegetative growth (Fig. 1c).

**Fig. 1:**
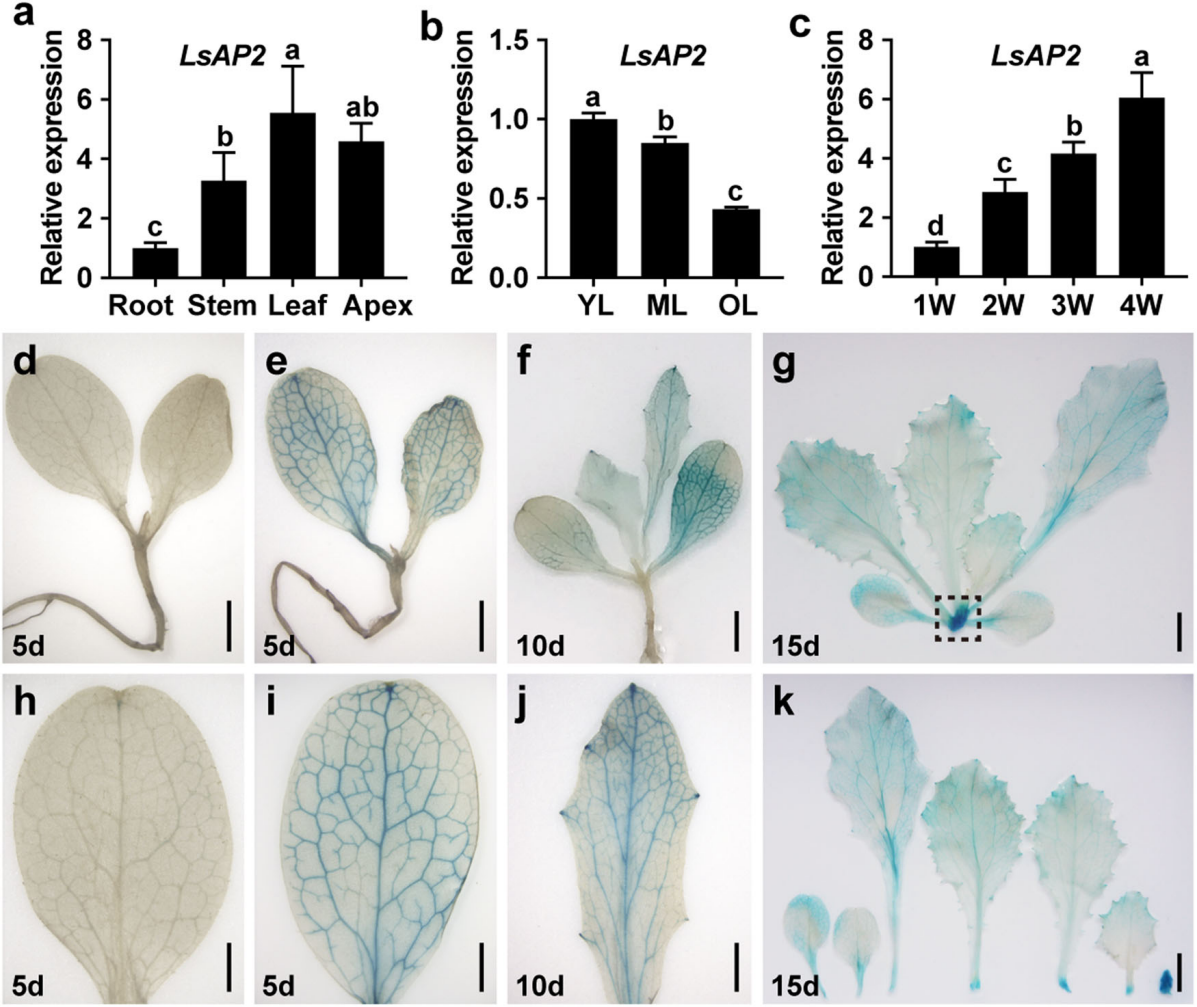
*LsAP2* is expressed in leaves and shoot apexes. **a** Expression of *LsAP2* in different vegetative tissues. The values are means ± SDs (*n* = 3). The data were normalized to a value of 1 for the root. **b** Expression of *LsAP2* in different leaves. YL young leaf, ML mature leaf, OL old leaf. The values are means ± SDs (*n* = 3). The data were normalized to a value of 1 for the young leaf. **c** Expression of *LsAP2* in shoot apexes at different vegetative growth stages. 1 W, 1 week; 2 W, 2 weeks; 3 W, 3 weeks; 4 W, 4 weeks. The values are means ± SDs (*n* = 3). The data were normalized to a value of 1 for the 1-week-old shoot apex. **d** A 5-d-old wild type (WT) seedling. **e** A 5-d-old *pLsAP2:GUS* seedling. **f** A 10-d-old *pLsAP2:GUS* seedling. **g** A 15-d-old *pLsAP2:GUS* seedling. The shoot apex is shown in the dotted box. **h** Cotyledon of a 5-d-old WT seedling. **i** Cotyledon of a 5-d-old *pLsAP2:GUS* seedling. **j** True leaf of a 10-d-old *pLsAP2:GUS* seedling. **k** Leaves and shoot apex of a 15-d-old *pLsAP2:GUS* seedling. In (**a**–**c**), different letters indicate significant differences determined by one-way ANOVA with Duncan’s post hoc test (*P* < 0.05). Scale bars: (**d**–**f**) 2 mm; (**g**, **k**) 5 mm; (**h**–**j**) 1 mm

To examine the promoter activity of *LsAP2*, we performed GUS (β-glucuronidase) staining analysis on *pLsAP2:GUS* plants. We detected GUS activity in cotyledons, leaves, and shoot apexes (Fig. 1e–g). Interestingly, the promoter activity of *LsAP2* was detected in leaf veins, because strong GUS signals were found in the venation of the cotyledon (Fig. 1i) and in the developing leaves (Fig. 1j, k). As the plants developed, GUS staining gradually faded from the leaf medial to marginal regions, and strong GUS activity was observed in the leaf axils and shoot apex (Fig. 1k). Together, these results showed that *LsAP2* was expressed in leaves and shoot apexes, suggesting that LsAP2 may play roles during the vegetative growth of lettuce.

### *LsAP2* encodes an EAR motif-containing transcriptional repressor

The deduced LsAP2 protein sequence contained a potential nuclear localization sequence (NLS) in the N-terminal region (Fig. 2a; Fig. S1). To determine the subcellular localization of LsAP2, the LsAP2 protein was fused with green fluorescent protein (GFP) under the control of the Super promoter. Transient expression of the *Super:LsAP2-GFP* construct into tobacco (*Nicotiana benthamiana*) leaves showed that LsAP2 was localized to the nucleus (Fig. 2b), indicating that LsAP2 was a nuclear protein.

**Fig. 2:**
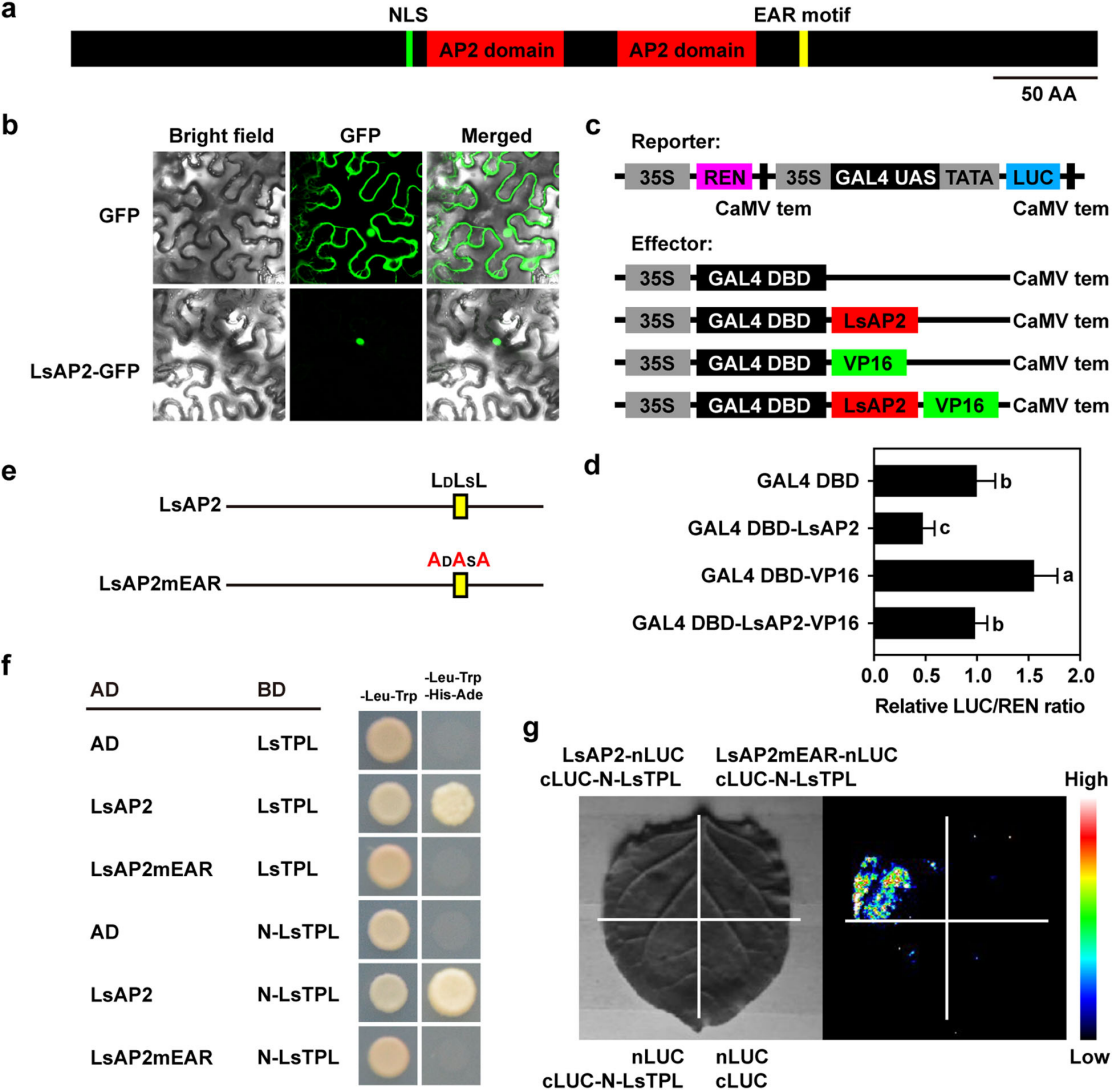
*LsAP2* encodes an EAR motif-containing transcriptional repressor. **a** Schematic representation of the LsAP2 protein structure. NLS nuclear localization sequence, EAR ethylene-responsive element binding factor-associated amphiphilic repression, AA amino acid. **b** Subcellular localization of LsAP2. **c** Schematic representation of the reporter and effector constructs used in the transcriptional activity assays. **d** Measurement of the relative firefly luciferase/Renilla luciferase (LUC/REN) ratio after transient coexpression of the reporter and effector constructs into tobacco leaves. The values are means ± SDs (*n* = 6). The data were normalized to a value of 1 for the GAL4 DBD group. Different letters indicate significant differences determined by one-way ANOVA with Tukey’s post hoc test (*P* < 0.05). **e** Mutation of the EAR motif (mEAR) in the LsAP2 protein sequence. **f** Yeast two-hybrid assays showing that LsAP2 interacts with LsTPL through the EAR motif. AD activation domain, BD binding domain. **g** Luciferase complementation imaging (LCI) assays showing the interaction between LsAP2 and N-LsTPL in tobacco leaves

We also found that a typical ethylene-responsive element binding factor-associated amphiphilic repression (EAR) motif was located at the C-terminus of the LsAP2 protein (Fig. 2a; Fig. S1). Because EAR motif-containing proteins play essential roles in diverse biological processes by negatively regulating gene expression^29^, we speculated that LsAP2 might function as a transcriptional repressor. To test this idea, we performed transcriptional activity assays using the GAL4/UAS system (Fig. 2c). We found that leaves expressing GAL4 DBD-LsAP2 had a lower relative firefly luciferase/Renilla luciferase (LUC/REN) ratio and leaves expressing GAL4 DBD-VP16 had a higher relative LUC/REN ratio than the control group, which expressed GAL4 DNA-binding domain (GAL4 DBD) (Fig. 2d), indicating that LsAP2 had transcriptional repression activity. In addition, when leaves expressed GAL4 DBD-LsAP2-VP16, the measured relative LUC/REN ratio was lower than that in leaves expressing GAL4 DBD-VP16 (Fig. 2d), indicating that LsAP2 inhibited the transcriptional activation activity of VP16. These results confirmed that LsAP2 was a typical transcriptional repressor.

The EAR motif has been implicated in the physical recruitment of the TOPLESS (TPL) corepressor by various EAR motif-containing proteins^30^. We identified the lettuce TPL (LsTPL) and TPL-RELATED (LsTPR) proteins by sequence and phylogenetic analyses (Fig. S2a, b). Furthermore, we showed that LsAP2 physically interacted with LsTPL by yeast two-hybrid assays (Fig. 2f) and that mutation of the EAR motif in LsAP2 abolished the interaction between LsAP2 and LsTPL (Fig. 2e, f), indicating that the EAR motif was necessary for the LsAP2–LsTPL interaction. The interactions between TPL and EAR motif-containing proteins have been shown to depend on the N-terminal region of TPL^31,32^. In this study, we confirmed that LsAP2 interacted with the N-terminal region of LsTPL (N-LsTPL) (Fig. 2f). We then investigated the interaction between LsAP2 and LsTPL in planta by luciferase complementation imaging (LCI) assays. Fluorescence was observed in the leaf area after transient coexpression of the LsAP2-nLUC and cLUC-N-LsTPL constructs in tobacco leaves (Fig. 2g), further confirming the interaction between LsAP2 and LsTPL. We also demonstrated that LsAP2 interacted with LsTPR proteins, including LsTPR1, LsTPR3, LsTPR4a, and LsTPR4b (Fig. S2c, d). These results suggest that LsAP2 may recruit TPL/TPR corepressors to form transcriptional repressor complexes in lettuce.

### Overexpression of *LsAP2* leads to small and crinkly leaves

In a previous study, we showed that *LsAP2* was expressed in floral organs and seeds and that knockout of *LsAP2* led to longer and narrower seeds in lettuce^26^. However, except for a change in seed shape, no obvious phenotype was observed in the *LsAP2* knockout plants. To gain further insight into the function of *LsAP2* in lettuce, we generated an *LsAP2* overexpression (*LsAP2*-OE) construct and obtained 13 *LsAP2*-OE lines by *Agrobacterium*-mediated transformation of lettuce. Three representative lines with different phenotype severities were chosen for further characterization (Fig. 3a). qRT-PCR analysis showed that there were more *LsAP2* transcripts in the *LsAP2*-OE plants than in the wild type (WT) and that *LsAP2* expression increased by more than 10-fold in the severely affected *LsAP2*-OE plants (Fig. 3b).

**Fig. 3:**
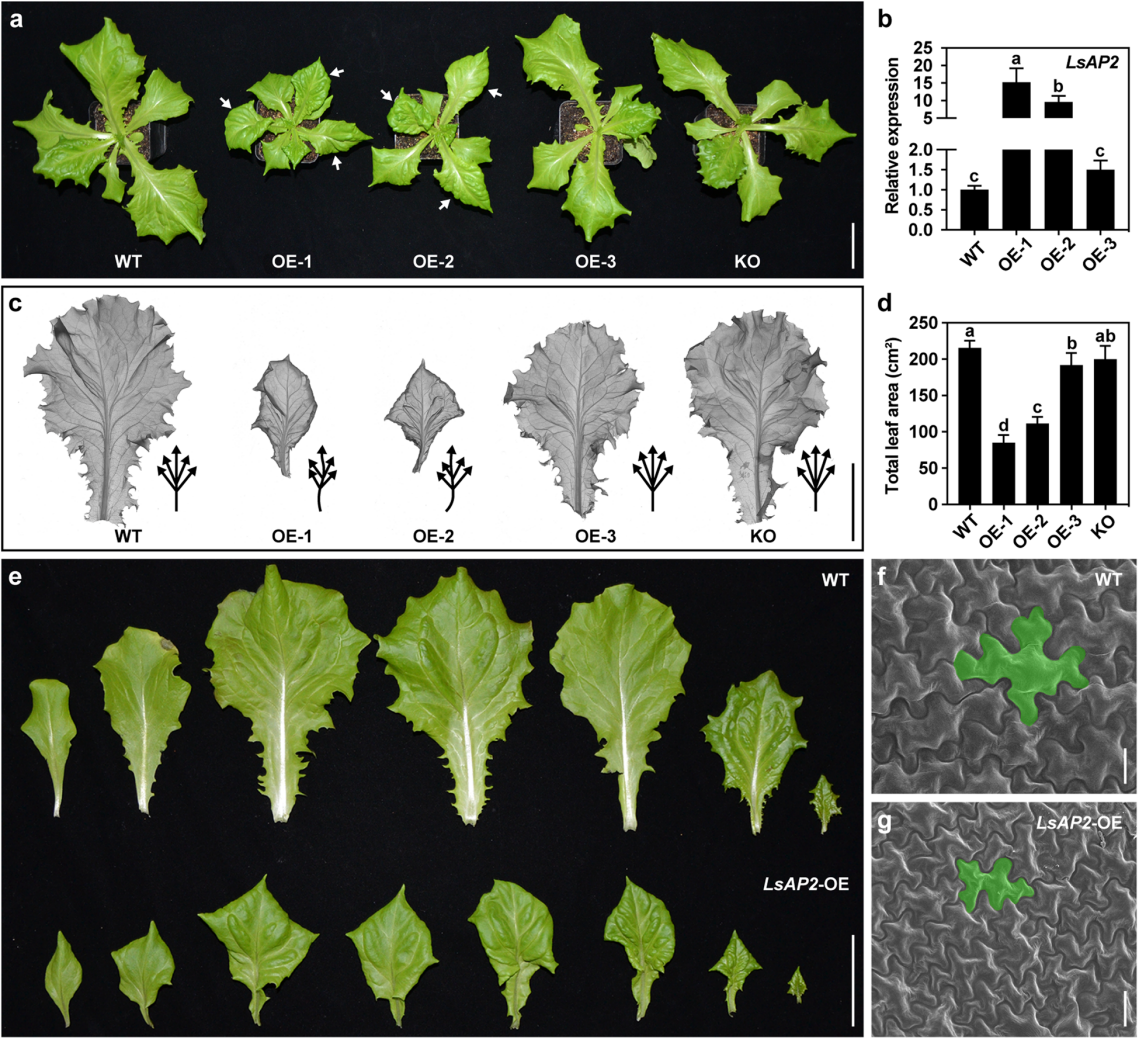
Overexpression of *LsAP2* leads to small and crinkly leaves. **a** Plant morphology of the WT, three *LsAP2* overexpression (*LsAP2*-OE) lines, and an *LsAP2* knockout (*LsAP2*-KO) line. White arrows indicate the leaves curled downwards with bulges. **b** Expression of *LsAP2* in different lines. The values are means ± SDs (*n* = 3). The data were normalized to a value of 1 for the WT. **c** Leaf venation patterns in different lines. Black arrows, schematic representation of the primary leaf veins. **d** Total leaf area of one-month-old plants in different lines. The values are means ± SDs (*n* = 10). **e** Adaxial surface of leaves from the WT and *LsAP2*-OE plants. **f**, **g** Scanning electron micrographs of adaxial epidermal cells of mature leaves from WT (**f**) and *LsAP2*-OE (**g**) plants. In (**b**) and (**d**), different letters indicate significant differences determined by one-way ANOVA with Tukey’s post hoc test (*P* < 0.05). Scale bars: (**a**, **c**, **e**) 5 cm; (**f**, **g**) 20 μm

Unlike the mature leaves of the WT plants, which were large and flat, the mature leaves of *LsAP2*-OE plants were small and crinkly (Fig. 3a, c). Although a frameshift mutation and premature stop codon in the *LsAP2* knockout allele led to the absence of a functional LsAP2 protein (Fig. S3), the leaves of the *LsAP2* knockout plants looked normal, with no significant difference in leaf size or shape between WT and *LsAP2* knockout plants (Fig. 3a, c). In the *LsAP2*-OE plants, the leaf venation patterns were distorted, and the leaves became asymmetrical (Fig. 3c). Furthermore, the total leaf area of one-month-old *LsAP2*-OE plants was significantly less than that of one-month-old WT plants (Fig. 3d).

In severely affected *LsAP2*-OE plants, the leaves curled downwards and displayed excessive growth in the interveinal regions, and many bulges were seen on the surface of the leaf blade (Fig. 3e). These changes in leaf morphology appeared in the third true leaf and became more pronounced in the subsequent leaves. The interveinal overgrowth and distorted leaf venation patterns of *LsAP2*-OE plants corresponded to *LsAP2* expression in leaf veins. Scanning electron microscopy images of the epidermal cells from mature leaves showed that the leaf epidermal cells of *LsAP2*-OE plants were much smaller than those of the WT (Fig. 3f, g), suggesting that LsAP2 may affect cell expansion during leaf development. Together, these data indicated that LsAP2 functions as a negative regulator of leaf development.

### LsAP2 interacts with CIN-like TCPs

The leaf morphology of *LsAP2*-OE plants was similar to that of the loss-of-function mutants of *CIN* in *Antirrhinum*, in which the leaves were also crinkly and had bulges between veins^15^. The functions of CIN-like TCPs during leaf development appear to be conserved across diverse plant species^33^. We speculated that LsAP2 might be associated with CIN-like TCPs. To test this idea, we identified eight lettuce CIN-like TCPs by sequence and phylogenetic analyses (Fig. 4a; Fig. S4), and our results showed that LsTCP3 and LsTCP4 were closely related to *Antirrhinum* CIN.

**Fig. 4:**
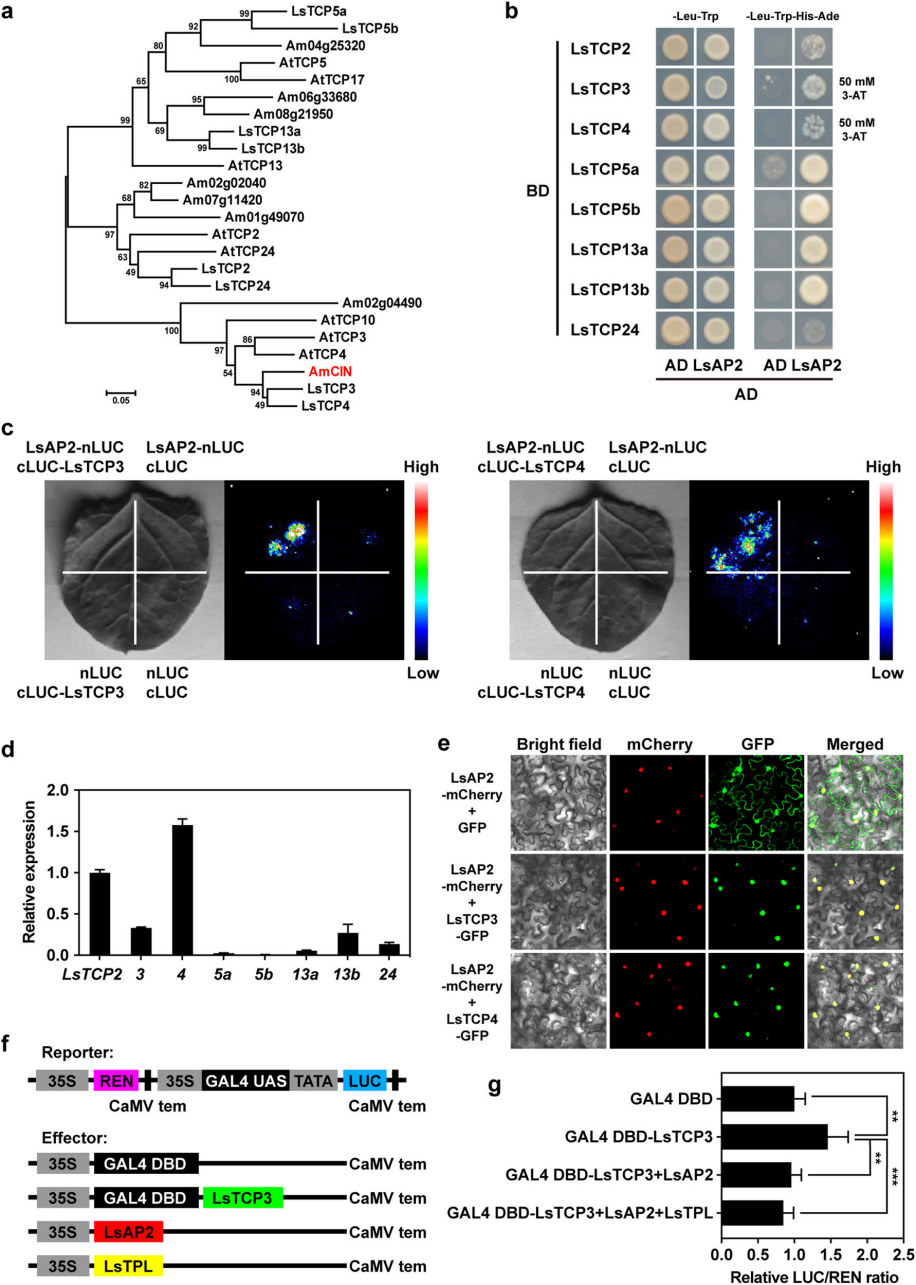
LsAP2 interacts with CIN-like TCPs and inhibits their transcriptional activation activity. **a** Phylogenetic analysis of CIN-like TCP proteins. Ls *Lactuca sativa*, Am *Antirrhinum majus*, At *Arabidopsis thaliana*. The *Antirrhinum* CIN is indicated in red font. **b** Yeast two-hybrid assays showing the interactions between LsAP2 and CIN-like TCPs. We used 50 mM 3-amino-1,2,4-triazole (3-AT) for LsTCP3 and LsTCP4 and 0 mM 3-AT for the other LsTCPs. **c** LCI assays showing that LsAP2 interacts with LsTCP3 and LsTCP4. **d** Expression of *CIN-like TCP* genes in leaves. The values are means ± SDs (*n* = 3). The expression data of *LsTCP2* in leaves were normalized to 1. **e** Subcellular localization of LsTCP3 and LsTCP4 proteins. **f** Schematic representation of the reporter and effector constructs used in the transcriptional activity assays. **g** Measurement of the relative LUC/REN ratio after transient coexpression of the reporter and effector constructs in tobacco leaves. The values are means ± SDs (*n* = 6). The data were normalized to a value of 1 for the GAL4 DBD group. Significant differences were determined by Student’s *t* test (**P < 0.01; ***P < 0.001)

Previous studies revealed that EAR motif-containing repressors can physically interact with CIN-like TCPs and control their activity^32,34^. We considered that LsAP2 might directly interact with CIN-like TCPs and affect their functions. To investigate this further, we performed yeast two-hybrid assays and confirmed that LsAP2 interacted with CIN-like TCPs (Fig. 4b). Our results showed that the interactions between LsAP2 and LsTCP3, LsTCP4, LsTCP5a, LsTCP5b, LsTCP13a, or LsTCP13b were strong, but those between LsAP2 and LsTCP2 or LsTCP24 were weak (Fig. 4b). We also investigated the interactions between LsAP2 and CIN-like TCPs in planta by LCI assays. The results confirmed that LsAP2 physically interacted with CIN-like TCPs (Fig. 4c; Fig. S5), which was consistent with the results of the yeast two-hybrid assays.

### LsAP2 inhibits the transcriptional activation activity of CIN-like TCPs

To test whether lettuce CIN-like TCPs are involved in leaf development, we analyzed the expression of *CIN-like TCP* genes during leaf development. We found that most of the *CIN-like TCP* genes were expressed in leaves, and the expression levels of *LsTCP2*, *LsTCP3*, and *LsTCP4* were higher than those of the other *CIN-like TCP* genes (Fig. 4d). Because the nuclear localization of some CIN-like TCPs has been reported^35,36^, we performed transient expression assays to determine the subcellular localization of lettuce CIN-like TCPs. The CIN-like TCPs were fused with GFP under the control of the Super promoter, and the LsAP2 protein was fused with the red fluorescent protein mCherry under the control of the Super promoter as a nuclear marker. Our results demonstrated that lettuce CIN-like TCPs were localized to the nucleus and overlapped with LsAP2 (Fig. 4e; Fig. S6), which indicated that the lettuce CIN-like TCPs were nuclear proteins.

We speculated that LsAP2 might function as a repressor to inhibit the transcriptional activation activity of CIN-like TCPs. To test this idea, we performed transcriptional activity assays for LsTCP3 (Fig. 4f). Compared with the control group that expressed GAL4 DBD, the leaves expressing GAL4 DBD-LsTCP3 had a higher relative LUC/REN ratio (Fig. 4g), indicating that LsTCP3 was a transcriptional activator. Leaves expressing GAL4 DBD-LsTCP3 and LsAP2 together had a lower relative LUC/REN ratio than those expressing GAL4 DBD-LsTCP3 (Fig. 4g), suggesting that LsAP2 inhibited the transcriptional activation activity of LsTCP3. When we also transformed the LsTPL corepressor, the measured relative LUC/REN ratio decreased further (Fig. 4g). Together, these results demonstrated that LsAP2 interacted with CIN-like TCPs and inhibited their transcriptional activation activity.

### LsAP2 affects the expression of auxin- and polarity-related genes

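Young leaves of 1-month-old plants were used for RNA-seq, with 3 biological replicates of WT and 3 of plants overexpressing *LsAP2* (*LsAP2*-OE). *LsAP2* itself (Lsat_1_v5_gn_3_89681) had normalized expression values of 25.3, 27.9 and 30.5 in the WT libraries and of 214, 209 and 224 in the *LsAP2*-OE libraries. Its mean rose from 27.9 ± 2.60 to 216 ± 7.78 (SD, n = 3), a log2 fold change of 2.95 (standard error 0.078, adjusted p = 2.15e-08 from limma). The transgene carries the coding sequence of the lettuce gene, so its reads and those of the native gene are not separated in this value. The libraries were sequenced on an Illumina NovaSeq instrument, and the authors aligned the clean reads to the lettuce genome with HISAT2 and called genes with DESeq. The deposited table gives 1 normalized expression value per gene and library. The kind of normalization is not named, counts are not part of the table, and the depth of each library is therefore unknown. The table holds only the 2579 genes that the authors had called between these same libraries, so a count of genes from it is not independent evidence of a difference. Values were compared on the scale log2(value + 0.1) with limma, and p-values were adjusted by the Benjamini-Hochberg method over the 2579 genes. The genes were selected on these same libraries, so the p-value of a gene is not independent evidence either. The adjustment covers selected genes alone. It moved the limma p of *LsAP2* from 2.36e-10 to 2.15e-08, and that of *LsTCP3*, which did not pass, from 0.0326 to 0.0327. Adjusted p-values here are therefore not false discovery rates over all genes. The pseudocount of 0.1 understates the change of genes with low values. Across these genes, Pearson correlations of log2 values were 0.986 to 0.990 between libraries of the same group and 0.733 to 0.745 between libraries of different groups. Genes are not independent replicates, and the table was selected for genes that differ. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p below 0.1. Names of genes that the paper does not name are those of the closest Swiss-Prot protein, mostly from other species.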

To further explore how LsAP2 regulates leaf morphology, we performed RNA sequencing (RNA-seq) analysis of the leaves from WT and *LsAP2*-OE plants. A total of 2579 differentially expressed genes were identified between WT and *LsAP2*-OE plants (Dataset S1). 

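Histone and DNA replication genes were lower in *LsAP2*-OE leaves. All 78 histone genes of the table fell, with log2 fold changes of −2.24 to −1.11, and so did all 21 genes of DNA replication, with log2 fold changes of −3.11 to −1.15. Among the latter, proliferating cell nuclear antigen (Lsat_1_v5_gn_5_171040), the sliding clamp of DNA polymerase, fell from 211 ± 1.93 in WT to 87.9 ± 4.87 (SD, n = 3), a log2 fold change of −1.26 (standard error 0.06, adjusted p = 3.09e-07 from limma). The small chain of ribonucleoside-diphosphate reductase (Lsat_1_v5_gn_2_93100), which supplies deoxynucleotides, fell from 321 ± 10.9 to 121 ± 2.24 (SD, n = 3). The most abundant histone gene, an H2A gene (Lsat_1_v5_gn_8_77801), fell from 2774 ± 316 to 1023 ± 21.7 (SD, n = 3). The histone genes are similar copies that may share reads, and their summed value was 55216 in WT replicate 1 against 41425 and 43241 in the other WT libraries and 15472 to 16177 in the *LsAP2*-OE libraries. All 6 genes of the table from the *GROWTH-REGULATING FACTOR* (*GRF*) and *GRF-INTERACTING FACTOR* (*GIF*) families, which promote cell proliferation in leaves, were lower. The table holds only genes that the authors called, so unchanged members of a family or pathway cannot appear in any of these counts. *GRF4* (Lsat_1_v5_gn_4_92941) fell from 12.5 ± 0.339 to 2.59 ± 0.345, and a *GIF1* gene (Lsat_1_v5_gn_2_107500) fell from 36.5 ± 3.53 to 9.54 ± 0.745 (SD, n = 3). Of 9 genes of mitosis and the cell cycle, 6 were lower, among them cyclin D3-1 and cyclin-dependent kinase B1-1 with log2 fold changes of −1.19 and −1.18, and 3 were higher. The 3 are described as cyclin-dependent kinase inhibitor 7, with log2 fold changes of 1.86, 1.28 and 0.98. The last of them had an adjusted p of 0.00604 from limma. It was 0.0155 to 0.0222 without WT replicate 1, WT replicate 3 or any of the *LsAP2*-OE replicates. The range over all alternatives, which here and below include the authors' FDR for single genes, was 0.00133 to 0.0222. Of 7 meristem and organ boundary genes, 5 were lower. *JAGGED*, which promotes growth of lateral organs, and *CUP-SHAPED COTYLEDON 2* had log2 fold changes of −2.12 and −1.88. The 2 higher genes, *LIGHT-DEPENDENT SHORT HYPOCOTYLS 6* and *CLAVATA1*, had log2 fold changes of 0.96 and 0.86. The adjusted p of *CLAVATA1* was 0.00425 from limma, and 0.0160 to 0.0176 without WT replicate 3, *LsAP2*-OE replicate 1 or *LsAP2*-OE replicate 3 (range over all alternatives 7.85e-04 to 0.0176).

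**Figure D1:**
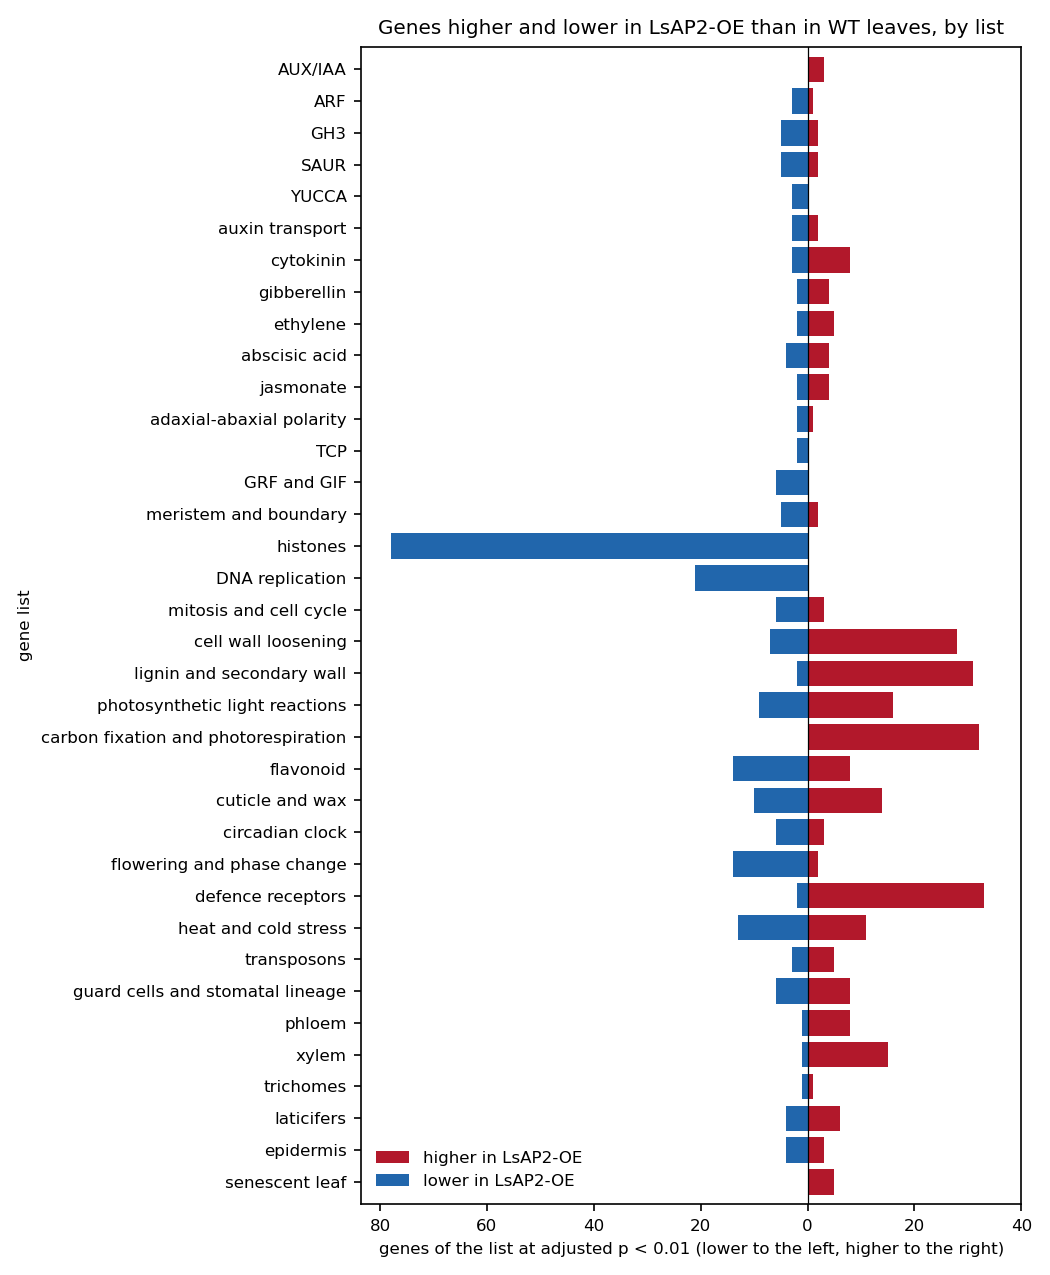
Number of genes in each of 36 lists that were lower (bars to the left) or higher (bars to the right) in *LsAP2*-OE than in WT leaves at an adjusted p below 0.01 from limma. All 78 histone genes of the table lie to the left and all 32 of its genes of carbon fixation and photorespiration to the right.

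At an adjusted p below 0.01, 1525 genes of the table were higher and 1021 lower in *LsAP2*-OE, and 33 did not pass. With a fold change of at least 2 in addition, 1334 were higher and 1019 lower. With a pseudocount of 1 in place of 0.1, the number higher by 2-fold was 866. Each list was compared with the other described genes of the table for its share of genes higher and lower by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 30 lists. The adjusted p was 7.66e-34 for histones, 1.27e-08 for DNA replication, 0.0114 for *GRF* and *GIF*, 0.206 for mitosis and the cell cycle and 0.206 for meristem and boundary genes. Here and below, the lists were written with the values of most genes of the table open. The test also treats genes as independent, which similar copies such as the histones are not. The p-value of a list is therefore not independent evidence of its direction. In each of the 36 lists, the number of genes higher and lower was the same when adjusted over the list alone.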

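Genes of carbon fixation were higher in *LsAP2*-OE leaves. All 32 genes of the Calvin cycle and photorespiration in the table rose, with log2 fold changes of 0.91 to 7.39. Their summed value was 10310 to 10732 in the WT libraries and 29437 to 32784 in the *LsAP2*-OE libraries. The 6 Rubisco small chain genes of the table all rose. The most abundant (Lsat_1_v5_gn_2_79481) rose from 4013 ± 58.8 to 8927 ± 653 (SD, n = 3), and another (Lsat_1_v5_gn_2_79541) from 0.128 ± 0.0435 to 37.8 ± 3.51. These are similar copies that may share reads, so the value of each copy is uncertain. Carbonic anhydrase 1 (Lsat_1_v5_gn_4_182521), which interconverts carbon dioxide and bicarbonate, rose from 2.33 ± 0.151 to 346 ± 42.4 (SD, n = 3), a log2 fold change of 7.15 (standard error 0.098, adjusted p = 1.71e-09 from limma). Of 26 genes of the light reactions, 16 were higher, 9 were lower and 1, a photosystem I apoprotein, did not pass. The 8 chlorophyll a-b binding proteins of the table, which hold the antenna pigments, fell with log2 fold changes of −1.60 to −1.13. The iron-sulfur subunit of cytochrome b6-f (Lsat_1_v5_gn_0_5321) rose from 323 ± 16.6 to 682 ± 28.3 (SD, n = 3). Of 33 genes of lignin and the secondary cell wall, 31 were higher and 2 peroxidase genes lower. Phenylalanine ammonia-lyase (Lsat_1_v5_gn_6_31000), the entry to phenylpropanoid synthesis, rose from 169 ± 7.96 to 338 ± 6.37, and peroxidase 42 (Lsat_1_v5_gn_7_16000) from 181 ± 8.43 to 585 ± 19.2 (SD, n = 3). Of 17 xylem markers, 13 of which are also in the lignin list, 15 were higher, 1 was lower and 1, a *NAC* gene, did not pass. A laccase 11 gene (Lsat_1_v5_gn_2_76580) rose by 1.44 on the log2 scale, and *ACAULIS5* (Lsat_1_v5_gn_5_148780), which holds back xylem maturation, fell from 23.9 ± 0.902 to 10.4 ± 1.41 (SD, n = 3). Of 9 phloem markers, 8 were higher, including the sucrose transporter *SUC2* with a log2 fold change of 1.07, and 1, a *CLE25* gene, was lower. All 5 markers of senescing leaves were higher, including pheophytinase, an enzyme of chlorophyll breakdown, with a log2 fold change of 0.96. Of these, a pair of *YLS9* genes (Lsat_1_v5_gn_3_24501 and Lsat_1_v5_gn_3_69661) had adjusted p-values of 0.00226 and 0.00404 from limma, and of 0.0102 and 0.0170 without *LsAP2*-OE replicate 3, which left 3 of the 5 called (ranges over all alternatives 1.24e-05 to 0.0102 and 0.00185 to 0.0170). The second of them was not called either without WT replicate 2 (0.0106) or without *LsAP2*-OE replicate 2 (0.0151). Of 35 genes of wall loosening, 28 were higher, including a xyloglucan endotransglucosylase (Lsat_1_v5_gn_3_84840) with a log2 fold change of 2.80, and 7 were lower, including a polygalacturonase (Lsat_1_v5_gn_1_40420) with one of −3.31. By Fisher's exact test, two-sided, the adjusted p was 3.24e-06 for carbon fixation, 1 for the light reactions, 3.53e-04 for lignin, 0.0308 for xylem, 0.277 for phloem, 0.277 for senescing leaves and 0.103 for wall loosening. With lists matched to the NR descriptions, which find fewer members, it was 0.117 for xylem (range over all alternatives 0.0174 to 0.117). With genes of mean value of at least 1 alone, it was 0.0495 for wall loosening (range 0.0495 to 0.153).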

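Most genes of flowering and phase change in the table were lower in *LsAP2*-OE leaves, 14 of 16. The gene described as *FLOWERING LOCUS C* (Lsat_1_v5_gn_4_10400), a repressor of flowering in *Arabidopsis*, fell from 22.2 ± 2.13 to 0.171 ± 0.101 (SD, n = 3), a log2 fold change of −6.42 (standard error 0.26, adjusted p = 1.43e-07 from limma). All 6 *SQUAMOSA PROMOTER-BINDING-LIKE* genes of the table fell, with log2 fold changes of −3.54 to −1.15. The 2 genes that rose were *LsAP2* and another *APETALA 2*-described gene (Lsat_1_v5_gn_2_116160), with a log2 fold change of 1.56, while the other two genes with this description had log2 fold changes of −1.95 and −1.20. On the scale log2(value + 0.1), among described genes with a mean value of at least 1, the largest rise was that of DEAD-box RNA helicase 47B (Lsat_1_v5_gn_6_7001), from 0.131 ± 0.0267 to 42.1 ± 2.45, and the largest fall that of the transcription factor *DOF2.1* (Lsat_1_v5_gn_2_25421), from 16.4 ± 0.974 to 0.0853 ± 0.00363 (SD, n = 3). This order rests on the pseudocount and cannot rank genes listed at 0. The other genes of the 5 largest falls on this scale were a secoisolariciresinol dehydrogenase (Lactuca_sativa_newGene_4040, 7.10 ± 0.951 in WT and listed at 0 in all 3 *LsAP2*-OE libraries), a blue copper protein (Lsat_1_v5_gn_9_73760, 17.3 ± 0.513 in WT and 0.306 ± 0.102 in *LsAP2*-OE) and a GDSL esterase (Lsat_1_v5_gn_4_178101, 7.10 ± 0.0447 and 0.0964 ± 0.0878). A Rubisco small chain copy (Lsat_1_v5_gn_2_79501, 4.72 ± 0.729 and 410.2 ± 72.7) and a TNT 1-94 polyprotein (Lactuca_sativa_newGene_2012, 7.63 ± 0.447 in *LsAP2*-OE and listed at 0 in WT replicates 2 and 3) complete the 5 largest rises. The adjusted p of the flowering list was 2.90e-04 by Fisher's exact test, two-sided, and 0.153 with lists matched to the NR descriptions (range over all alternatives 2.62e-04 to 0.153).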

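By their Swiss-Prot descriptions, 55 genes of the table belong to 8 classes of hormone signal transduction, and auxin is the largest class with 23 genes, of which 9 were higher and 14 lower in *LsAP2*-OE leaves at an adjusted p below 0.01 from limma. Abscisic acid follows with 10 genes (5 higher, 5 lower), ethylene with 9 (9 higher), cytokinin with 5 (5 higher), brassinosteroid with 3 (1 higher, 2 lower), gibberellin with 2 (2 higher), jasmonate with 2 (1 higher, 1 lower) and salicylic acid with 1 (higher). The 5 cytokinin genes are response regulators of the *ARR* family, which cytokinin induces or activates, and *ARR4* (Lsat_1_v5_gn_8_162660) rose from 6.82 ± 0.447 to 21.2 ± 0.887 (SD, n = 3), a log2 fold change of 1.62 (standard error 0.084, adjusted p = 4.51e-07 from limma). In the wider list of cytokinin metabolism and signaling, 8 of 11 genes were higher and 3 lower, the latter being a cytokinin dehydrogenase, a zeatin O-glucosyltransferase and a *LOG* gene. Another *LOG* gene (Lsat_1_v5_gn_8_30460), which releases active cytokinin, rose by 2.75 on the log2 scale, and *CYTOKININ DEHYDROGENASE 3* (Lsat_1_v5_gn_5_142820), which degrades it, fell from 6.04 ± 0.851 to 0.463 ± 0.126 (SD, n = 3). All 4 abscisic acid receptors of the table rose, led by *PYL6* (Lsat_1_v5_gn_2_125581) with a log2 fold change of 2.63, while a pair of *ABSCISIC ACID-INSENSITIVE 5*-like factors (Lsat_1_v5_gn_8_85300 and Lsat_1_v5_gn_9_111140) had log2 fold changes of −3.03 and −2.99, and an abscisic acid hydroxylase and a xanthoxin dehydrogenase were also lower, so that 4 of the 8 genes of the abscisic acid list were higher and 4 lower. Of 7 genes of ethylene synthesis and perception, 5 were higher, including an ACC oxidase (Lsat_1_v5_gn_7_14360), which makes ethylene, from 89.8 ± 0.447 to 380.2 ± 4.38 (SD, n = 3), and 2 were lower, an ACC synthase and another ACC oxidase. Of 6 gibberellin genes, 4 were higher, including *GIBBERELLIN 3-BETA-DIOXYGENASE 1* (Lsat_1_v5_gn_5_133201), an enzyme that makes active gibberellin, with a log2 fold change of 2.04. A gibberellin-regulated protein 6 (Lsat_1_v5_gn_2_90361) also rose, from 65.9 ± 7.73 to 317 ± 18.6 (SD, n = 3), while 2 other gibberellin-regulated proteins were lower. Of 6 jasmonate genes, 4 were higher, including a 13S-lipoxygenase (Lsat_1_v5_gn_6_50720) with a log2 fold change of 3.41. *TIFY 6B* (Lsat_1_v5_gn_8_45621) and a 12-oxophytodienoate reductase (Lsat_1_v5_gn_4_68701) also rose, by 1.21 and 0.94 on the log2 scale. The 2 lower genes were *TIFY 10A* and another 12-oxophytodienoate reductase. None of these lists passed the test of direction against the other described genes of the table (Fisher's exact test, two-sided, adjusted p = 0.978 for cytokinin, 0.687 for abscisic acid and 1 for each of ethylene, gibberellin and jasmonate). The class counts are untested, since genes that were not called were not analysed here and an enrichment needs them.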

Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis of the differentially expressed genes revealed that genes related to plant hormone signal transduction were significantly enriched (Fig. S7a), and most of them were auxin response genes (Fig. 5a). *AUXIN*/*INDOLE-3-ACETIC ACID* (*AUX*/*IAA*) genes, which are negative regulators of auxin signaling^37^, were upregulated, whereas *ARF5* and *GH3* genes were downregulated, in *LsAP2*-OE plants compared with WT. 

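The 3 *AUX/IAA* genes of the table were all higher in *LsAP2*-OE leaves. *LsIAA14* (Lsat_1_v5_gn_3_125741) rose from 1.19 ± 0.0730 to 9.69 ± 0.587 (SD, n = 3), a log2 fold change of 2.92 (standard error 0.13, adjusted p = 2.29e-07 from limma). *LsIAA3* rose from 4.96 ± 0.828 to 18.9 ± 0.363 (1.92 on the log2 scale), and *LsIAA16* rose from 10.9 ± 1.49 to 21.2 ± 0.897 (0.95). Both *ARF5* genes of the table were lower. *LsARF5a* (Lsat_1_v5_gn_2_12381), the more abundant, fell from 40.3 ± 2.14 to 14.8 ± 1.28 (SD, n = 3), a log2 fold change of −1.44 (standard error 0.084, adjusted p = 8.10e-07 from limma), and *LsARF5b* fell from 17.1 ± 0.937 to 8.14 ± 0.361 (−1.06). Of the other two *ARF* genes of the table, *ARF16* (Lsat_1_v5_gn_8_20161) had a log2 fold change of −1.09 (adjusted p = 0.00231 from limma, and 0.0104 without *LsAP2*-OE replicate 1, range over all alternatives 0.00133 to 0.0104), and *ARF19* (Lsat_1_v5_gn_5_139420) rose by 1.03 on the log2 scale, so that 3 of 4 were lower. Of 7 *GH3* genes, which encode enzymes that conjugate auxin to amino acids, 5 were lower and 2 higher. *LsGH3.1b* (Lsat_1_v5_gn_2_84761) fell from 24.3 ± 1.74 to 4.01 ± 0.143 (SD, n = 3), a log2 fold change of −2.57 (standard error 0.089, adjusted p = 7.81e-08 from limma). *LsGH3.1c* fell from 16.4 ± 2.93 to 2.67 ± 0.644 (−2.58), *LsGH3.1a* from 3.19 ± 0.496 to 1.37 ± 0.290 (−1.17) and *GH3.5* (Lsat_1_v5_gn_9_94760) from 4.32 ± 0.654 to 0.610 ± 0.231 (−2.68). A *GH3.6* gene (Lsat_1_v5_gn_5_6221) fell by 2.10 on the log2 scale. The 2 higher genes, a *GH3.6* gene (Lsat_1_v5_gn_7_107201) and another *GH3* gene (Lsat_1_v5_gn_7_2120), had log2 fold changes of 1.32 and 1.48. The 3 *GH3.1* genes may share reads. The *GH3* list did not pass the test of direction (Fisher's exact test, two-sided, adjusted p = 0.206). The *AUX/IAA* and *ARF* lists, with fewer than 5 members, were not tested.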

ARF5 is a major activator that mediates the auxin transcriptional response^38^, and GH3 proteins play roles in auxin homeostasis^39^. Many *SMALL AUXIN UP RNA* (*SAUR*) genes, which are the largest family of early auxin response genes^40^, were also differentially expressed between WT and *LsAP2*-OE plants. In addition, the expression levels of three *YUCCA* (*YUC*) auxin biosynthesis genes were decreased in *LsAP2*-OE plants (Fig. 5a), and consistent with this, the indole-3-acetic acid (IAA) level decreased significantly in *LsAP2*-OE plants (Fig. 5b). These findings indicate that LsAP2 may regulate leaf development through an auxin-related pathway.

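Of 7 *SAUR* genes of the table, 5 were lower and 2 higher in *LsAP2*-OE leaves. *LsSAUR12* (Lsat_1_v5_gn_8_126641), the most abundant, fell from 49.0 ± 2.02 to 14.9 ± 0.973 (SD, n = 3), a log2 fold change of −1.71 (standard error 0.073, adjusted p = 1.98e-07 from limma). *LsSAUR45* fell from 2.00 ± 0.523 to 0.337 ± 0.20 (−2.35 on the log2 scale), *LsSAUR72* from 5.68 ± 1.84 to 1.76 ± 0.555 (−1.62) and *LsSAUR70* from 3.74 ± 0.319 to 1.47 ± 0.203 (−1.29). The fifth, described as *ARG7* (Lsat_1_v5_gn_8_126421), fell from 4.03 ± 0.209 to 0.720 ± 0.163 (−2.35). *LsSAUR22* rose from 1.95 ± 0.253 to 5.58 ± 0.743 (1.47), and *LsSAUR59* rose from 0.822 ± 0.210 to 3.06 ± 0.419 (1.79). The list did not pass the test of direction (Fisher's exact test, two-sided, adjusted p = 0.206).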

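All 3 *YUCCA* genes of the table, which encode the enzymes that convert indole-3-pyruvate to IAA, were lower in *LsAP2*-OE leaves. *LsYUC4b* (Lsat_1_v5_gn_3_83960) fell from 5.59 ± 0.345 to 0.997 ± 0.472 (SD, n = 3), a log2 fold change of −2.46 (standard error 0.30, adjusted p = 5.36e-05 from limma). *LsYUC4a* fell from 4.70 ± 0.439 to 1.79 ± 0.241 (−1.35 on the log2 scale), and *LsYUC6* fell from 1.65 ± 0.460 to 0.521 ± 0.118 (−1.48). With 3 members the list was not tested for its direction. The IAA level comes from another assay and was not analysed here.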

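Genes of auxin transport moved in both directions. An *AUXIN TRANSPORTER-LIKE 2* gene (Lsat_1_v5_gn_9_63301), described as an uptake carrier, fell from 6.72 ± 0.789 to 1.51 ± 0.130 (SD, n = 3), a log2 fold change of −2.08 (standard error 0.15, adjusted p = 2.35e-06 from limma), while a second gene with this description (Lsat_1_v5_gn_5_155160) rose from 24.1 ± 2.48 to 45.7 ± 3.34 (0.92 on the log2 scale). The efflux carrier *PIN4* (Lsat_1_v5_gn_4_14360) rose from 37.8 ± 1.17 to 77 ± 2.13 (1.02), and the kinase *PINOID 2* (Lsat_1_v5_gn_5_99040) fell from 28.6 ± 0.331 to 10.4 ± 0.257 (−1.45). The third lower gene of the 5 is the efflux carrier *PIN1c* (Lsat_1_v5_gn_5_155800), with a log2 fold change of −1.32, and 2 genes were higher (Fisher's exact test, two-sided, adjusted p = 0.582).

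**Figure D2:**
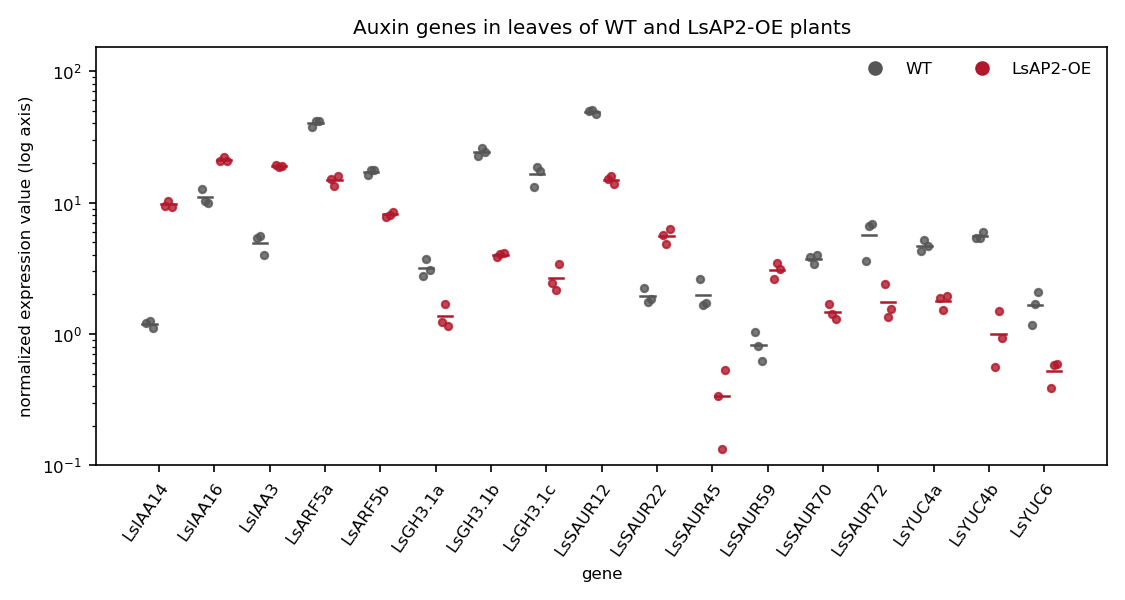
Normalized expression value (log axis) of the auxin genes named by the paper in 3 WT (gray) and 3 *LsAP2*-OE libraries (red), with a point per library and a line at the mean. The 3 *AUX/IAA* genes lie higher in every *LsAP2*-OE library than in every WT library, and the *ARF5*, *GH3.1* and *YUC* genes lie lower.

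From the higher *AUX/IAA* genes, the lower *ARF5*, *GH3* and *YUC* genes, the changed *SAUR* genes and the lower IAA level, the paper proposes that LsAP2 acts on leaf development through a pathway related to auxin.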

**Fig. 5:**
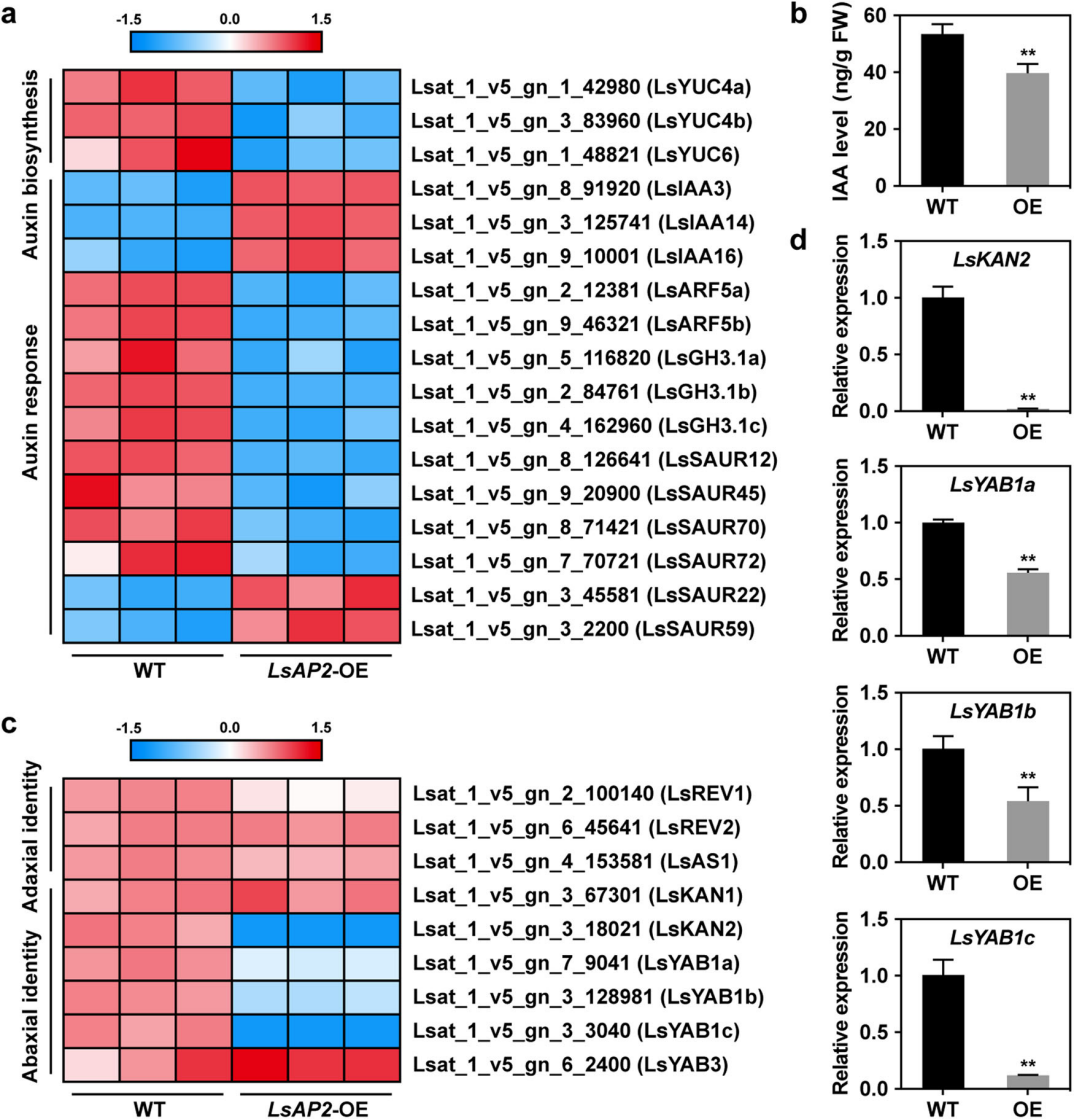
LsAP2 affects the expression of auxin- and polarity-related genes. **a** Heat map showing the expression levels of auxin-related genes between WT and *LsAP2*-OE plants. Red and blue indicate up- and downregulation, respectively. **b** Indole-3-acetic acid (IAA) level in the leaves of WT and *LsAP2*-OE plants. The values are means ± SDs (*n* = 3). **c** Heat map showing the expression levels of adaxial–abaxial identity-related genes between WT and *LsAP2*-OE plants. **d** qRT-PCR analysis showing the expression levels of abaxial identity-related genes between WT and *LsAP2*-OE plants. The values are means ± SDs (*n* = 3). The data were normalized to a value of 1 for the WT. In (**b**) and (**d**), significant differences were determined by Student’s *t* test (**P < 0.01)

Establishment of leaf adaxial–abaxial polarity is required for the flat outgrowth of the lamina^6^. Because the leaves of *LsAP2*-OE plants curled downwards, we speculated that LsAP2 might also affect adaxial–abaxial growth of the leaves. We specifically focused on the expression of genes related to adaxial–abaxial identity. 

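*LsKAN2* (Lsat_1_v5_gn_3_18021), a *KANADI* transcription factor of abaxial identity, had normalized expression values of 10.9, 10.7 and 9.67 in the WT libraries and of 0.423, 0.111 and 0.635 in the *LsAP2*-OE libraries. Its mean fell from 10.4 ± 0.642 to 0.390 ± 0.263 (SD, n = 3), a log2 fold change of −4.60 (standard error 0.41, adjusted p = 8.17e-06 from limma). *LsYAB1c* (Lsat_1_v5_gn_3_3040), a *YABBY* factor, fell from 19.3 ± 0.787 to 2.99 ± 0.637 (SD, n = 3), a log2 fold change of −2.67 (standard error 0.15, adjusted p = 7.76e-07 from limma). The ratio of WT to *LsAP2*-OE means was 26.7 for *LsKAN2* and 6.47 for *LsYAB1c*.

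**Figure D3:**
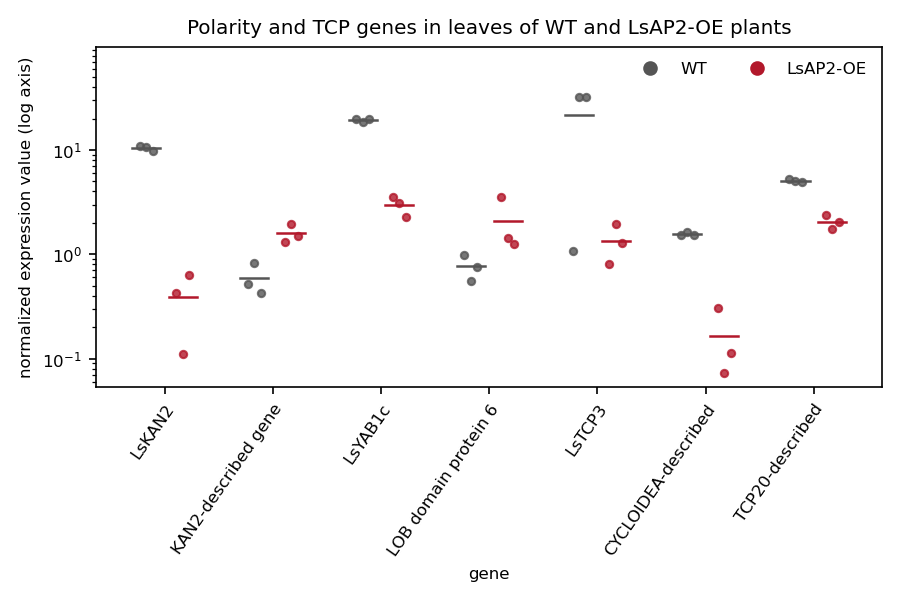
Normalized expression value (log axis) of polarity and *TCP* genes in 3 WT (gray) and 3 *LsAP2*-OE libraries (red), with a point per library and a line at the mean. *LsKAN2* and *LsYAB1c* are lower in every *LsAP2*-OE library than in every WT library, and 1 WT point of *LsTCP3* lies among its *LsAP2*-OE points.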

The RNA-seq data showed that the *KAN2* and *YAB1* genes, which promote the abaxial fate of leaf primordia^10,11^, exhibited decreased expression levels in *LsAP2*-OE plants compared with WT (Fig. 5c). Further qRT-PCR analysis confirmed this result (Fig. 5d; Fig. S7b). Significantly, the expression levels of *LsKAN2* and *LsYAB1c* decreased by more than 10-fold and 5-fold in *LsAP2*-OE plants, respectively (Fig. 5d). These results imply that LsAP2 may also regulate abaxial identity-related genes.

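A second gene described as *KAN2* (Lsat_1_v5_gn_6_81281), at a much lower level than *LsKAN2* in WT, rose from 0.593 ± 0.214 to 1.59 ± 0.337 (SD, n = 3), a log2 fold change of 1.31 (standard error 0.27, adjusted p = 0.00142 from limma). The fourth member of the polarity list, described as LOB domain-containing protein 6 of maize (Lsat_1_v5_gn_9_46460), had values of 0.767 ± 0.215 in WT and 2.08 ± 1.29 in *LsAP2*-OE (SD, n = 3) and did not pass the test (log2 fold change 1.21, adjusted p = 0.0148 from limma, and 0.00921 without *LsAP2*-OE replicate 3, range over all alternatives 0.00187 to 0.0509). It was chosen after its values were seen. Thus, 2 of 4 polarity genes were lower, 1 was higher and 1 did not pass, too few for a test of direction. *LsKAN1*, *LsYAB1a*, *LsYAB1b*, *LsYAB3*, *LsAS1*, *LsREV1* and *LsREV2* are not in the table, so the authors did not call them. The count of 4 leaves them out, and their values were not analysed here. Of 3 *TCP* genes, those described as *CYCLOIDEA* (Lsat_1_v5_gn_1_16061) and *TCP20* (Lsat_1_v5_gn_2_94320) fell by 2.76 and 1.27 on the log2 scale. *LsTCP3* (Lsat_1_v5_gn_9_99020), a CIN-like TCP, was at 1.09, 31.8 and 32.3 in the WT libraries and at 0.813, 1.93 and 1.28 in the *LsAP2*-OE libraries, and did not pass the test (log2 fold change −2.97, standard error 1.15, adjusted p = 0.0327 from limma). Without WT replicate 1, the log2 fold change was −4.55 and the adjusted p 4.16e-06 (range over all alternatives 4.16e-06 to 0.122). Without WT replicate 2 it was −2.18 (adjusted p = 0.113 from limma), and without WT replicate 3 it was −2.17 (0.122).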

### LsAP2 binds directly to *LsKAN2* and represses its expression

To investigate whether LsAP2 regulated *LsKAN2* or *LsYAB1c* directly, we performed yeast one-hybrid assays to test the interactions between LsAP2 and the *LsKAN2* or *LsYAB1c* promoter. We found that LsAP2 bound to the P3 fragment of the *LsKAN2* promoter (Fig. 6b) but not to the promoter of *LsYAB1c* (Fig. S8), indicating that LsAP2 targeted *LsKAN2* directly. We also showed that LsAP2 bound to the P3d fragment of the *LsKAN2* promoter (Fig. 6b).

**Fig. 6:**
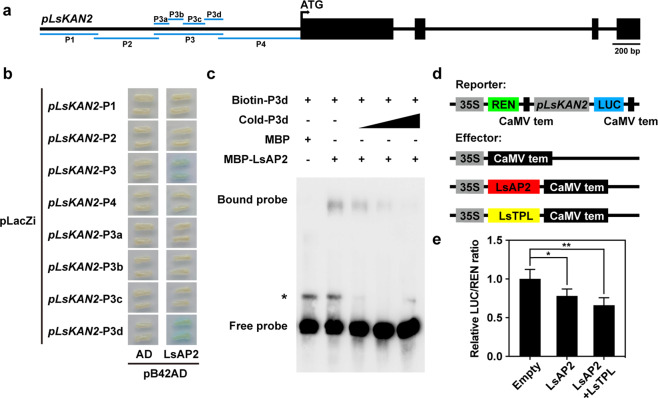
LsAP2 binds directly to *LsKAN2* and represses its expression. **a** Schematic representation of the *LsKAN2* gene structure used for LsAP2 binding assays. **b** Yeast one-hybrid assays show that LsAP2 binds directly to the *LsKAN2* promoter. Blue indicates an interaction. **c** Electrophoretic mobility shift assay (EMSA) showing that LsAP2 binds to the P3d fragment of the *LsKAN2* promoter. MBP maltose-binding protein. The asterisk indicates nonspecific binding. **d** Schematic representation of the reporter and effector constructs used in the dual-luciferase reporter assays. **e** Measurement of the relative LUC/REN ratio after transient coexpression of *pLsKAN2*:*LUC* with *35S:LsAP2* and *35S:LsTPL* in tobacco leaves. The pGreenII 62-SK empty vector was used as the control. The values are means ± SDs (*n* = 6). The data were normalized to a value of 1 for the control group. Significant differences were determined by Student’s *t* test (*P < 0.05; **P < 0.01)

Furthermore, we performed an electrophoretic mobility shift assay (EMSA) to determine the interaction between LsAP2 and the *LsKAN2* promoter in vitro. Our results indicated that the MBP-LsAP2 protein bound to the P3d fragment of the *LsKAN2* promoter, whereas the maltose-binding protein (MBP) did not bind (Fig. 6c). To test whether LsAP2 can bind to the *LsKAN2* promoter in planta, we performed dual-luciferase reporter assays in tobacco leaves (Fig. 6d). Compared with the control group, the measured relative LUC/REN ratio decreased when the *35S:LsAP2* and *pLsKAN2:LUC* constructs were cotransformed into tobacco leaves (Fig. 6e), indicating that LsAP2 repressed the expression of *LsKAN2*. As expected, when we also transformed the LsTPL corepressor, the relative LUC/REN ratio decreased further (Fig. 6e). qRT-PCR analysis showed that *LsKAN2* was also expressed in leaves and shoot apexes (Fig. S9). Together, these results demonstrated that LsAP2 bound directly to *LsKAN2* and repressed its expression.

## Discussion

### Unique role of LsAP2 in regulating leaf development

AP2 belongs to the AP2/ERF superfamily and is well known for its role in floral development^27^. In addition, AP2 has numerous other roles in diverse plant species. For example, the rice (*Oryza sativa* L.) AP2 transcription factor SHATTERING ABORTION1 (SHAT1) controls seed shattering and seed size^41^. Five AP2 homologs have been identified in tomato, and SlAP2a acts as a major regulator of fruit ripening through regulating ethylene biosynthesis and signaling^42^. In wheat (*Triticum aestivum* L.), the *Q* gene encodes an AP2 transcription factor, and the Q protein interacts with the transcriptional corepressor TaTPL to control bread wheat spikelet architecture^43^. Previous studies have shown that *Arabidopsis AP2* is expressed in leaf primordia and young leaves^44,45^. However, whether AP2 regulates leaf development is largely unknown. In this study, we demonstrated that LsAP2 regulates leaf morphology in lettuce (Fig. 3), which is a newly discovered function of AP2 in the plant kingdom.

Our results showed that overexpression of *LsAP2* led to small and crinkly leaves (Fig. 3a, c). In severely affected *LsAP2*-OE plants, the leaves curled downwards, and many bulges were seen on the surface of the leaf blade (Fig. 3e). We found that knockout of *LsAP2* only led to an altered seed shape^26^, and there was no obvious change in leaf morphology between the WT and *LsAP2* knockout plants (Fig. 3a, c). Our results indicate that LsAP2 is a typical transcriptional repressor, implying that overexpression of *LsAP2* may result in a more distinct phenotype than that of the knockout plants. In addition, a whole-genome triplication event has been detected in lettuce^19^, and we previously confirmed that *LsAP2* had two paralogs in lettuce^26^. Therefore, the mild phenotype of *LsAP2* knockout plants may be explained by gene redundancy. This possibility suggests that a double or triple mutant of *LsAP2* and its paralogs will produce more dramatic phenotypes, which needs to be tested in future studies.

### LsAP2 may regulate leaf morphology by interacting with CIN-like TCPs

TCP proteins are plant-specific transcription factors and are involved in multiple developmental processes^12^. There are two classes of TCP transcription factors, class I and class II, and class II TCPs have been subclassified into two clades, namely, CIN-like and CYC/TB1. CIN-like TCPs are key regulators of leaf size and shape, and their important roles in leaf development have been shown to be conserved in many plants^33^. Recently, the lettuce CIN-like TCP transcription factor *LsTCP4* was identified as a candidate gene associated with leaf marginal serration and bolting time, and *LsTCP4* expression has been correlated with leaf shape^23^.

In this study, we showed that LsAP2 directly interacted with CIN-like TCPs and inhibited their transcriptional activation activity (Fig. 4; Fig. S5). Previous studies have shown that CIN-like TCPs promote the switch from cell proliferation to cell differentiation^13,15^. Therefore, the affected activity of CIN-like TCPs in *LsAP2*-OE plants may lead to abnormal cell proliferation and expansion (Fig. 3g), resulting in small leaves and excessive growth in the leaf interveinal regions (Fig. 3e). Furthermore, our RNA-seq data showed that many auxin-related genes were differentially expressed between WT and *LsAP2*-OE plants (Fig. 5a). It was shown that TCP transcription factors regulate cell differentiation by modulating auxin biosynthesis, transport, and response^14,46^. We speculate that LsAP2 may regulate leaf morphology by interacting with CIN-like TCPs and inhibiting their regulation of auxin-related genes. However, the direct target genes of CIN-like TCPs need to be identified in lettuce. On the other hand, LsAP2 may also regulate leaf development through an auxin-related pathway independent of CIN-like TCPs. In *LsAP2*-OE plants, auxin biosynthesis genes and activators of auxin signaling were downregulated, while genes encoding inhibitors of auxin signaling were upregulated (Fig. 5a). Auxin signaling plays crucial roles during leaf development^37,47^. The misregulation of auxin-related genes induced by LsAP2 may suppress the auxin response and signaling, thus affecting lettuce leaf development.

### LsAP2 may regulate leaf polarity by directly repressing *LsKAN2*

During leaf development, the adaxial side is adjacent to and the abaxial side is away from the shoot apical meristem^6^. In *Arabidopsis*, *AP2* transcripts were detected in developing leaves, especially on the adaxial sides of the leaf primordia^45^. However, whether AP2 promotes the adaxial domain or inhibits the abaxial domain of the leaf remains unknown. In this study, we showed that LsAP2 downregulated the expression of abaxial identity genes (Fig. 5c, d). LsAP2 also directly repressed *LsKAN2*, and the corepressor LsTPL enhanced the repression effect of LsAP2 on *LsKAN2* (Fig. 6).

Dorsoventrality in leaves depends on the precise expression pattern of adaxial–abaxial identity genes^48^. In lettuce, disrupted leaf dorsoventrality can result in leaf curvature and even leafy head^25^. Because overexpression of *LsAP2* repressed the abaxial identity gene *LsKAN2* (Fig. 5c, d), we speculate that the disrupted expression of *LsKAN2* may lead to excessive growth on the adaxial side of the leaf and suppress abaxial growth, resulting in leaves curled downwards (Fig. 3e). These results suggest that LsAP2 may regulate leaf polarity by directly repressing *LsKAN2*.

In summary, our findings show that LsAP2 may regulate lettuce leaf development by inhibiting the activity of CIN-like TCPs and repressing the expression of *LsKAN2* (Fig. 7). These results provide insights into the regulatory mechanisms of leaf development in lettuce. Because leaf development requires fine-tuned coordination of cell proliferation and differentiation, a deeper understanding of the leaf development mechanisms of lettuce will contribute to the improvement of lettuce varieties in the future.

**Fig. 7:**
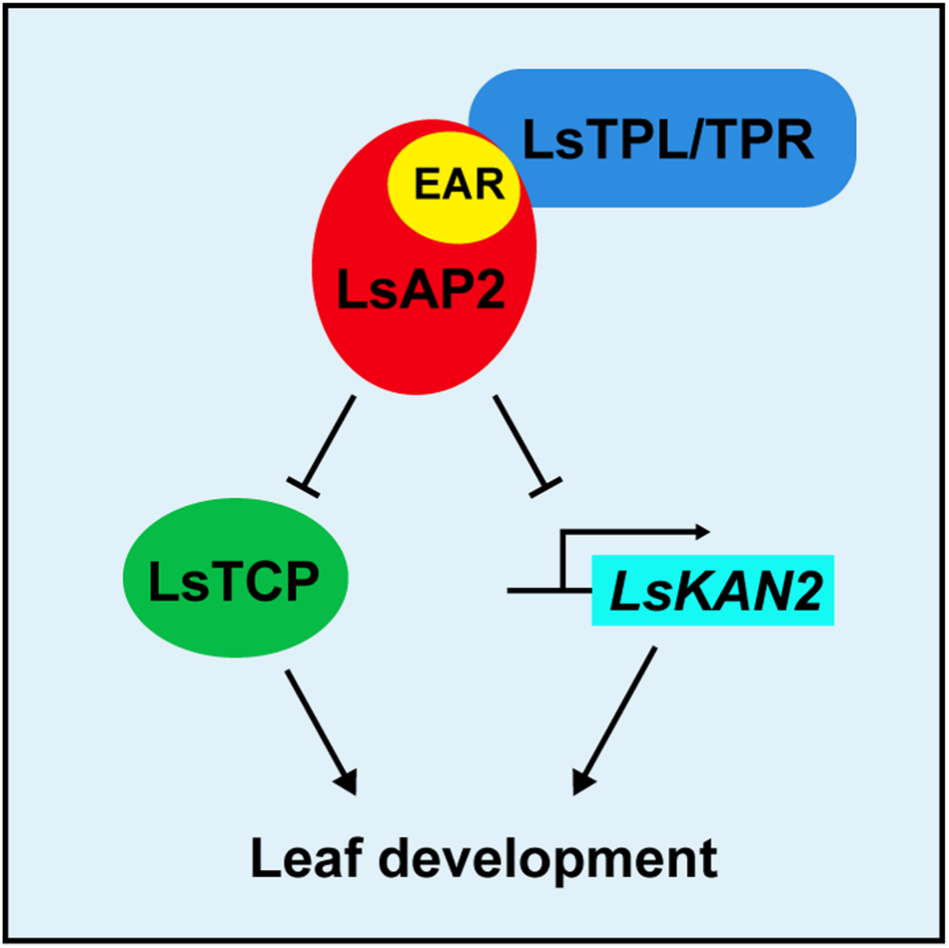
Proposed model for the function of LsAP2 during leaf development in lettuce. LsAP2 uses its EAR motif to recruit TPL/TPR corepressors and regulates lettuce leaf development via two pathways. LsAP2 may regulate leaf morphology by physically interacting with CIN-like TCPs and inhibiting their activity. LsAP2 may also regulate leaf polarity by directly binding to the promoter of *LsKAN2* and repressing its expression. Arrows, positive regulation; bars, negative regulation

## Materials and methods

### Plant materials and growth conditions

The lettuce cultivar S39 was used in this study. The *pLsAP2:GUS* plants and the CRISPR/Cas9-mediated *LsAP2* knockout plants were obtained as described previously^26^. Briefly, to generate the *pLsAP2:GUS* construct, an ~2.4-kb long promoter region of *LsAP2* was cloned into the pBI121 vector to drive the *GUS* reporter gene. To generate the *LsAP2* knockout construct, two target sites were designed in the first exon of *LsAP2* and introduced into the pKSE401 vector. For GUS staining and phenotypic analysis, the plants were cultivated in growth chambers under a cycle of 16 h of light (200 μmol m^−2^ s^−1^) at 25 °C and 8 h of darkness at 18 °C.

### GUS staining analysis

The 5-, 10-, and 15-d-old seedlings of *pLsAP2:GUS* plants were used for the GUS staining analysis. GUS activity analysis was performed as described previously^49^. Briefly, different samples were immersed in GUS staining buffer and vacuum infiltrated for 15 min. The samples were stained overnight at 37 °C, washed with 70% ethanol a few times and immersed in fresh 70% ethanol before imaging. The samples were photographed using a stereomicroscope (Leica S8 APO, Germany) and a digital camera (Nikon D7000, Japan).

### RNA extraction and qRT-PCR

Total RNA from different lettuce tissues was extracted using a Quick RNA isolation Kit (Huayueyang, China). The cDNAs were synthesized using FastKing-RT SuperMix (Tiangen, China). qRT-PCR assays were performed using TB Green Premix Ex Taq II (Takara, Japan) in a real-time PCR system (QuantStudio 6 Flex; Applied Biosystems, USA). Three biological and three technical replicates were performed for each assay. *LsPP2A-1* and *LsTIP41* were used as internal reference genes to normalize the expression data^50^, and the 2^−ΔΔCT^ method was used to calculate the relative expression levels^51^. The primers used for the qRT-PCR assays are listed in Table S1.

### Lettuce transformation

To generate the *LsAP2*-OE construct, the full-length coding sequence (CDS) of *LsAP2* was cloned into the *Xba*I–*Sac*I sites of the pBI121 vector under the control of the cauliflower mosaic virus 35S (35S) promoter. The recombinant construct was transformed into *Agrobacterium* strain GV3101. The *LsAP2*-OE transgenic plants were obtained by *Agrobacterium*-mediated transformation of lettuce using a previously described method^26^. The primers used to generate the *LsAP2*-OE construct are listed in Table S1.

### Measurement of leaf area

One-month-old WT, *LsAP2*-OE, and *LsAP2* knockout plants were used to measure the leaf area, with 10 biological replicates. All the leaves from a plant were harvested and imaged using an Epson Perfection V800 Photo Scanner (Epson, Japan). The images were imported into WinRHIZO software (Regent Instruments Inc., Canada) for image analysis to calculate the leaf area.

### Scanning electron microscopy

The mature leaves of one-month-old WT and *LsAP2*-OE plants were used for scanning electron microscopy. Leaf samples were cut and fixed in formaldehyde-acetic acid-ethanol (FAA) buffer overnight. Then, the samples were dried at the critical point in liquid CO_2_. To obtain scanning electron micrographs of the leaf epidermal cells, the samples were gold plated and observed using a scanning electron microscope (Hitachi S-3400N, Japan).

### Subcellular localization

The full-length CDSs of *LsAP2* and *LsTCPs* without the stop codon were fused with GFP or mCherry by cloning into the *Hin*dIII–*Spe*I sites of the pSuper1300 vector (pCAMBIA1300 vector containing a Super promoter, which consists of three copies of the octopine synthase upstream activation sequence in front of the mannopine synthase promoter)^52^. The recombinant constructs were transformed into *Agrobacterium* strain GV3101 and infiltrated into tobacco leaves. After infiltration, the tobacco plants were grown under a 16-h light/8-h dark cycle for 2 days. After incubation, subcellular localization was detected using a confocal laser scanning microscope (Olympus FV3000, Japan). The primers used to generate the constructs are listed in Table S1.

### Dual-luciferase reporter assays

For transcriptional activity assays, the GAL4/UAS system was used to determine the transcriptional activity of the transcription factors^53^. The firefly luciferase (*LUC*) reporter gene was driven by the enhancer region of the 35S promoter, the upstream activation sequence (UAS) that was bound by the GAL4 protein, and a minimal 35S promoter (TATA). The *Renilla* luciferase (*REN*) reporter gene was driven by the 35S promoter in the same vector as an internal control. The VP16 transcriptional activation domain and full-length CDSs of *LsAP2* and *LsTCP3* were fused with the GAL4 DNA-binding domain (GAL4 DBD) and inserted into the *Bam*HI–*Hin*dIII sites of the pGreenII 62-SK vector as effectors. In addition, the full-length CDS of *LsAP2* without the stop codon was cloned into the pGAL4 DBD-VP16 vector to generate the GAL4 DBD-LsAP2-VP16 construct.

For the binding activity assays, the 1069-bp genomic fragment upstream of the *LsKAN2* start codon was cloned into the *Hin*dIII–*Bam*HI sites of the pGreenII 0800-LUC vector as the reporter. The *REN* reporter gene was driven by the 35S promoter in the same vector as an internal control. The full-length CDSs of *LsAP2* and *LsTPL* were cloned into the *Bam*HI–*Hin*dIII sites of the pGreenII 62-SK vector as effectors. The pGreenII 62-SK empty vector was used as the negative control.

Transient expression assays were performed as described previously^54^. Briefly, the recombinant constructs were transformed into *Agrobacterium* strain GV3101 (pSoup-P19) and infiltrated into tobacco leaves. After 2 days of incubation, LUC and REN activities were measured using a SpectraMax^®^ i3x Multi-Mode detection platform (Molecular Devices, USA) with a Dual-Luciferase Reporter Assay Kit (Promega, USA). The LUC to REN ratio was calculated as a measure of the transcriptional activity. The primers used to generate the constructs are listed in Table S1.

### Phylogenetic analysis

Lettuce TPL/TPR proteins and CIN-like TCP proteins were identified by BLASTP searches against the lettuce genome database using the amino acid sequences of annotated *Arabidopsis* proteins. Lettuce sequences were obtained from the CoGe database (https://genomevolution.org/coge/). *Arabidopsis* sequences were obtained from the TAIR database (https://www.arabidopsis.org/). *Antirrhinum* sequences were obtained from the snapdragon genome database (http://bioinfo.sibs.ac.cn/Am/). The obtained amino acid sequences were aligned using ClustalW^55^. Then, MEGA5 software was used to construct phylogenetic trees using the neighbor-joining method with 1000 bootstrap replicates^56^. The accession numbers of the amino acid sequences used to construct the phylogenetic trees are listed in Table S2.

### Yeast two-hybrid assays

The full-length CDS of *LsAP2* was cloned into the pGADT7 vector at the *Nde*I site for fusion with the GAL4 activation domain. Conserved leucine residues in the EAR motif of the LsAP2 protein were replaced by alanine residues by site-directed mutagenesis. To verify the interactions between LsAP2 and TPL/TPR proteins, the full-length CDS of *LsTPL* and the N-terminal sequences (618 bp) of *LsTPL* and *LsTPRs* were cloned into the pGBKT7 vector at the *Nde*I site for fusion with the GAL4 DBD. To test the interactions between LsAP2 and CIN-like TCPs in lettuce, the full-length CDSs of lettuce *CIN-like TCPs* were cloned into the pGBKT7 vector at the *Nde*I site for fusion with the GAL4 DBD. Approximately 0.1 µg of bait and prey plasmids were cotransformed into the yeast strain AH109 using the Matchmaker™ GAL4 Two-Hybrid System according to the manufacturer’s instructions (Clontech, USA). After growth at 28 °C for 3 days, yeast transformants were diluted and transferred to medium supplemented with SD/-Leu-Trp for growth of the yeast transformants or medium supplemented with SD/-Leu-Trp-His-Ade and 3-amino-1,2,4-triazole (3-AT) for protein interaction selection. The primers used to generate the constructs are listed in Table S1.

### Luciferase complementation imaging assays

The full-length CDSs of *LsAP2*, *LsAP2mEAR*, and *LsTCPs* without the stop codon were cloned into the *Kpn*I–*Sal*I sites of the pCAMBIA1300-nLUC vector for fusion with the N-terminus of the LUC fragment under the control of the 35S promoter. The N-terminal sequences were fused with the stop codon of *LsTPL* and *LsTPR1*, and the full-length CDSs of *LsAP2* and *LsTCPs* were cloned into the *Kpn*I–*Sal*I sites of the pCAMBIA1300-cLUC vector for fusion with the C-terminus of the LUC fragment under the control of the 35S promoter. LCI assays were performed as described previously^57^. Briefly, the constructs were transformed into *Agrobacterium* strain GV3101, which was then incubated at 28 °C overnight with shaking. The bacterial suspensions were adjusted to a final OD_600_ of 0.5 using infiltration buffer. Then, the bacterial suspensions with different construct combinations were infiltrated into tobacco leaves. After infiltration, the plants were grown under a 16-h light/8-h dark cycle for 2 days. Finally, the tobacco leaves were cut and sprayed with luciferin, and a chemiluminescence imaging apparatus (Roper Lumazone 1300B, USA) was used to capture the illumination signal. The primers used to generate the constructs are listed in Table S1.

### RNA-seq analysis

Young leaves of one-month-old WT and *LsAP2*-OE plants were used for RNA-seq, with three biological replicates. RNA-seq libraries were constructed and sequenced at Biomarker Technologies (BioMarker, China) using an Illumina NovaSeq 6000 platform. Analyses of the RNA-seq data were performed on the BMKCloud platform (http://www.biocloud.net). Briefly, the clean reads were aligned to the lettuce reference genome using HISAT2^58^. Differentially expressed genes (fold change ≥ 2, FDR < 0.01) were identified using the DESeq package^59^. KEGG enrichment analysis was performed using KOBAS^60^.

### Measurement of endogenous phytohormone

Approximately 0.5 g of young leaves of one-month-old WT and *LsAP2*-OE plants were harvested and used for measurement of endogenous phytohormones. Three biological replicates were performed for each sample. Extraction of endogenous phytohormones and quantification of auxin content by enzyme-linked immunosorbent assays were performed as described previously^26^.

### Yeast one-hybrid assays

The full-length CDS of *LsAP2* was cloned into the *Eco*RI–*Xho*I sites of the pB42AD vector. The promoter fragments of *LsKAN2* and *LsYAB1c* were cloned into the *Eco*RI–*Xho*I sites of the pLacZi vector to drive the *LacZ* reporter gene. Yeast one-hybrid assays were performed using a Matchmaker One-Hybrid System (Clontech, USA). Briefly, effector and reporter plasmids were cotransformed into yeast strain EGY48. Yeast transformants were grown on SD/-Ura-Trp plates for growth of the colonies, and then, the transformants were transferred to SD/Gal/Raf/-Ura-Trp plates containing X-gal for interaction selection. The primers used to generate the constructs are listed in Table S1.

### Electrophoretic mobility shift assays

The full-length CDS of *LsAP2* was cloned into the *Sal*I–*Pst*I sites of the pMal-c2X vector to generate the MBP-LsAP2 construct. The control plasmid and recombinant plasmid were transformed into *Escherichia coli* BL21 (DE3) to express the proteins. Proteins were purified using amylose resin (NEB, USA). Hot probes were synthesized and labeled with biotin at Shanghai Sangon Biotechnology (Sangon, China). EMSA was performed using a LightShift™ Chemiluminescent EMSA Kit (Thermo Fisher Scientific, USA) according to the manufacturer’s instructions. The primers used for the EMSA are listed in Table S1.

### Accession numbers

The accession numbers of the genes used in this study are listed in Table S2. RNA-seq data were deposited in the NCBI Gene Expression Omnibus database with the accession number GSE168886.

## Supplementary information

Figures S1-S9 and Tables S1, S2

Dataset S1

## Data Availability

The data that support the results are included in this article and its supplementary materials.

# Supplementary material for: LsAP2 regulates leaf morphology by inhibiting CIN-like TCP transcription factors and repressing LsKAN2 in lettuce
**Source:** Hortic Res. 2021 Sep 1;8:184. doi: 10.1038/s41438-021-00622-y
**Supplement:** Supplementary file 1 — Figures S1-S9 and Tables S1, S2

**Supplementary Information**

**
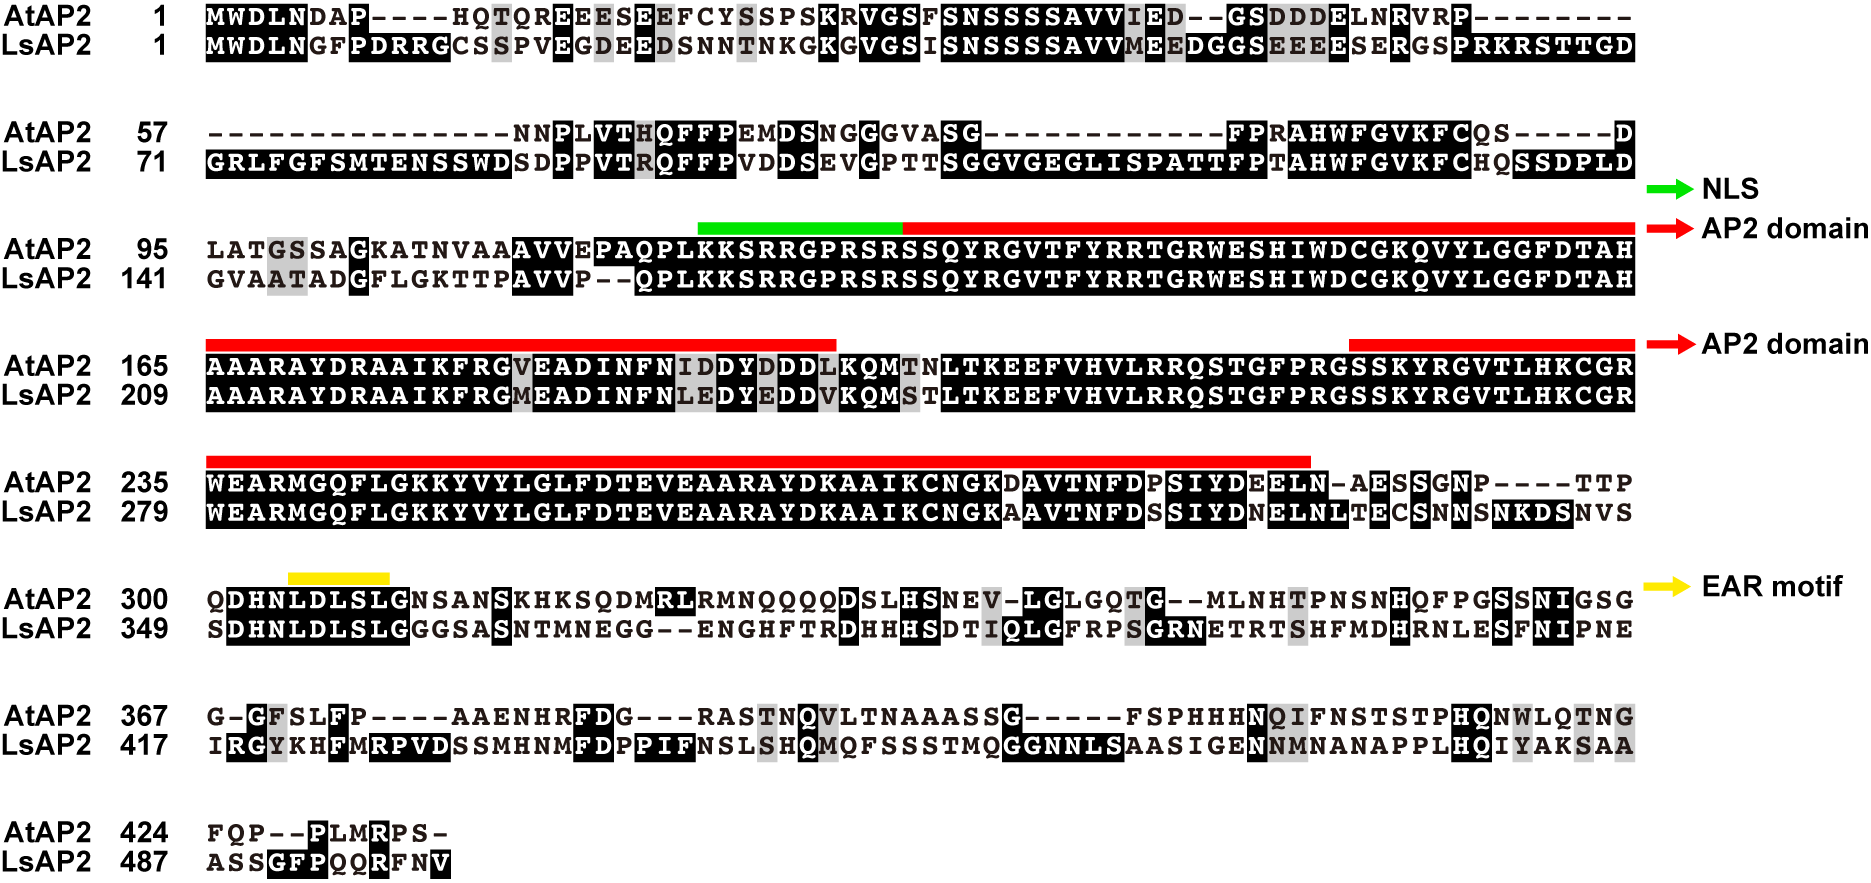
**

**Fig. S1. Alignment of the deduced amino acid sequences of AP2 proteins.**

AtAP2, *Arabidopsi*s AP2 sequence; LsAP2, lettuce AP2 sequence; NLS, nuclear localization sequence; EAR, ethylene-responsive element binding factor-associated amphiphilic repression.

**
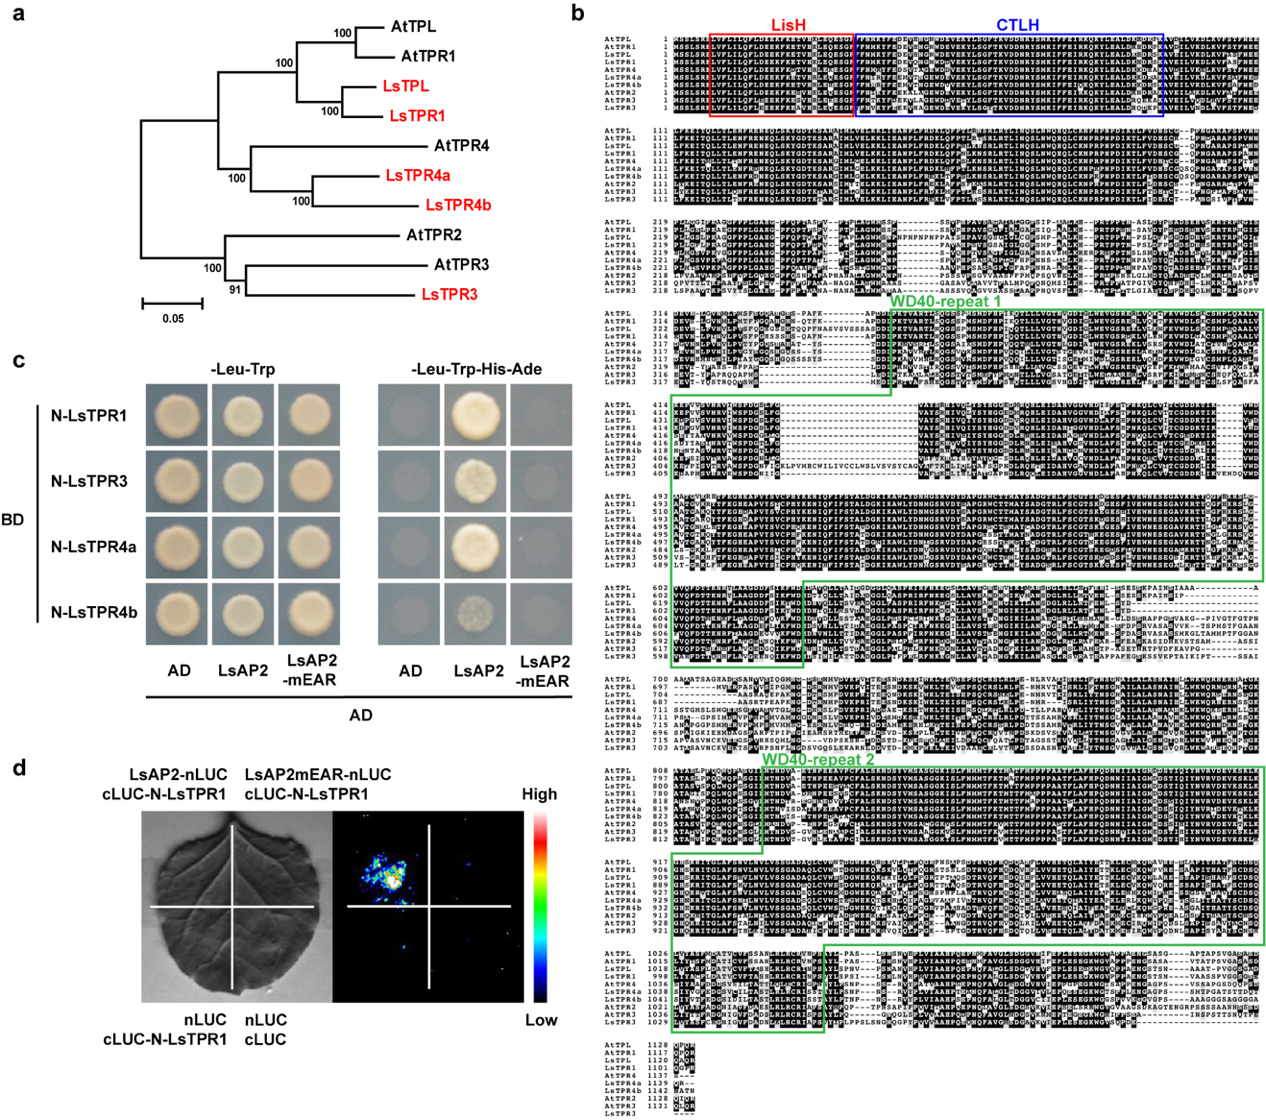
**

**Fig. S2. LsAP2 interacts with LsTPRs.**

(a) Phylogenetic analysis of the TPL/TPR proteins. Ls, *Lactuca sativa*; At, *Arabidopsis* *thaliana*. The lettuce TPL/TPRs are in red font. (b) Alignment of the deduced amino acid sequences of TPL/TPR proteins. Conserved domains are indicated by boxes. (c) Yeast two-hybrid assays show that LsAP2 interacts with LsTPRs through the EAR motif. AD, activation domain; BD, binding domain. (d) Luciferase complementation imaging (LCI) assays show the interaction between LsAP2 and N-LsTPR1.

**
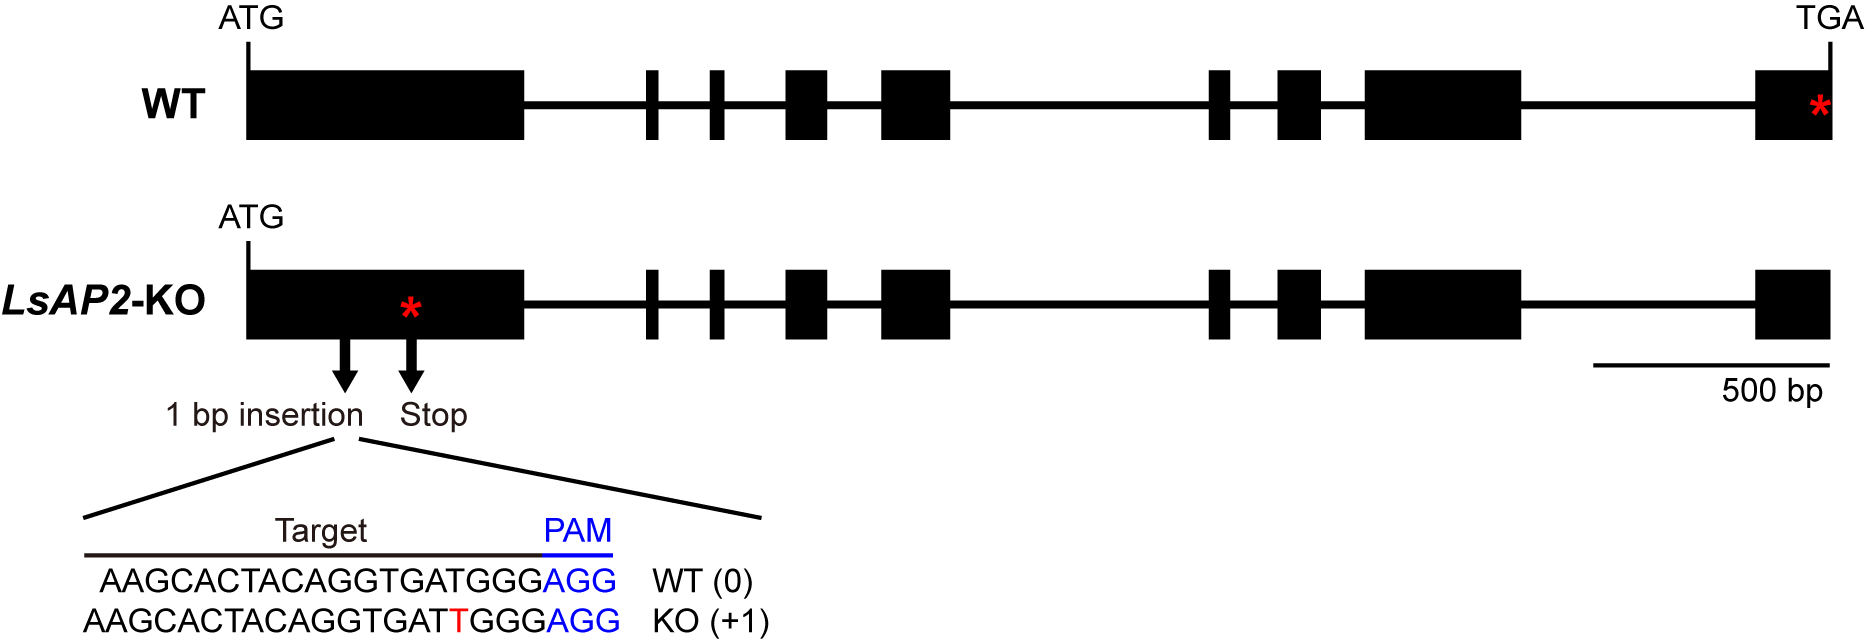
**

**Fig. S3.** **Schematic representation of the *LsAP2* knockout allele.**

The *LsAP2* knockout (KO) allele has a 1-bp insertion in the first exon compared with the wild type (WT), which causes a frameshift mutation and the introduction of a premature stop codon.

**
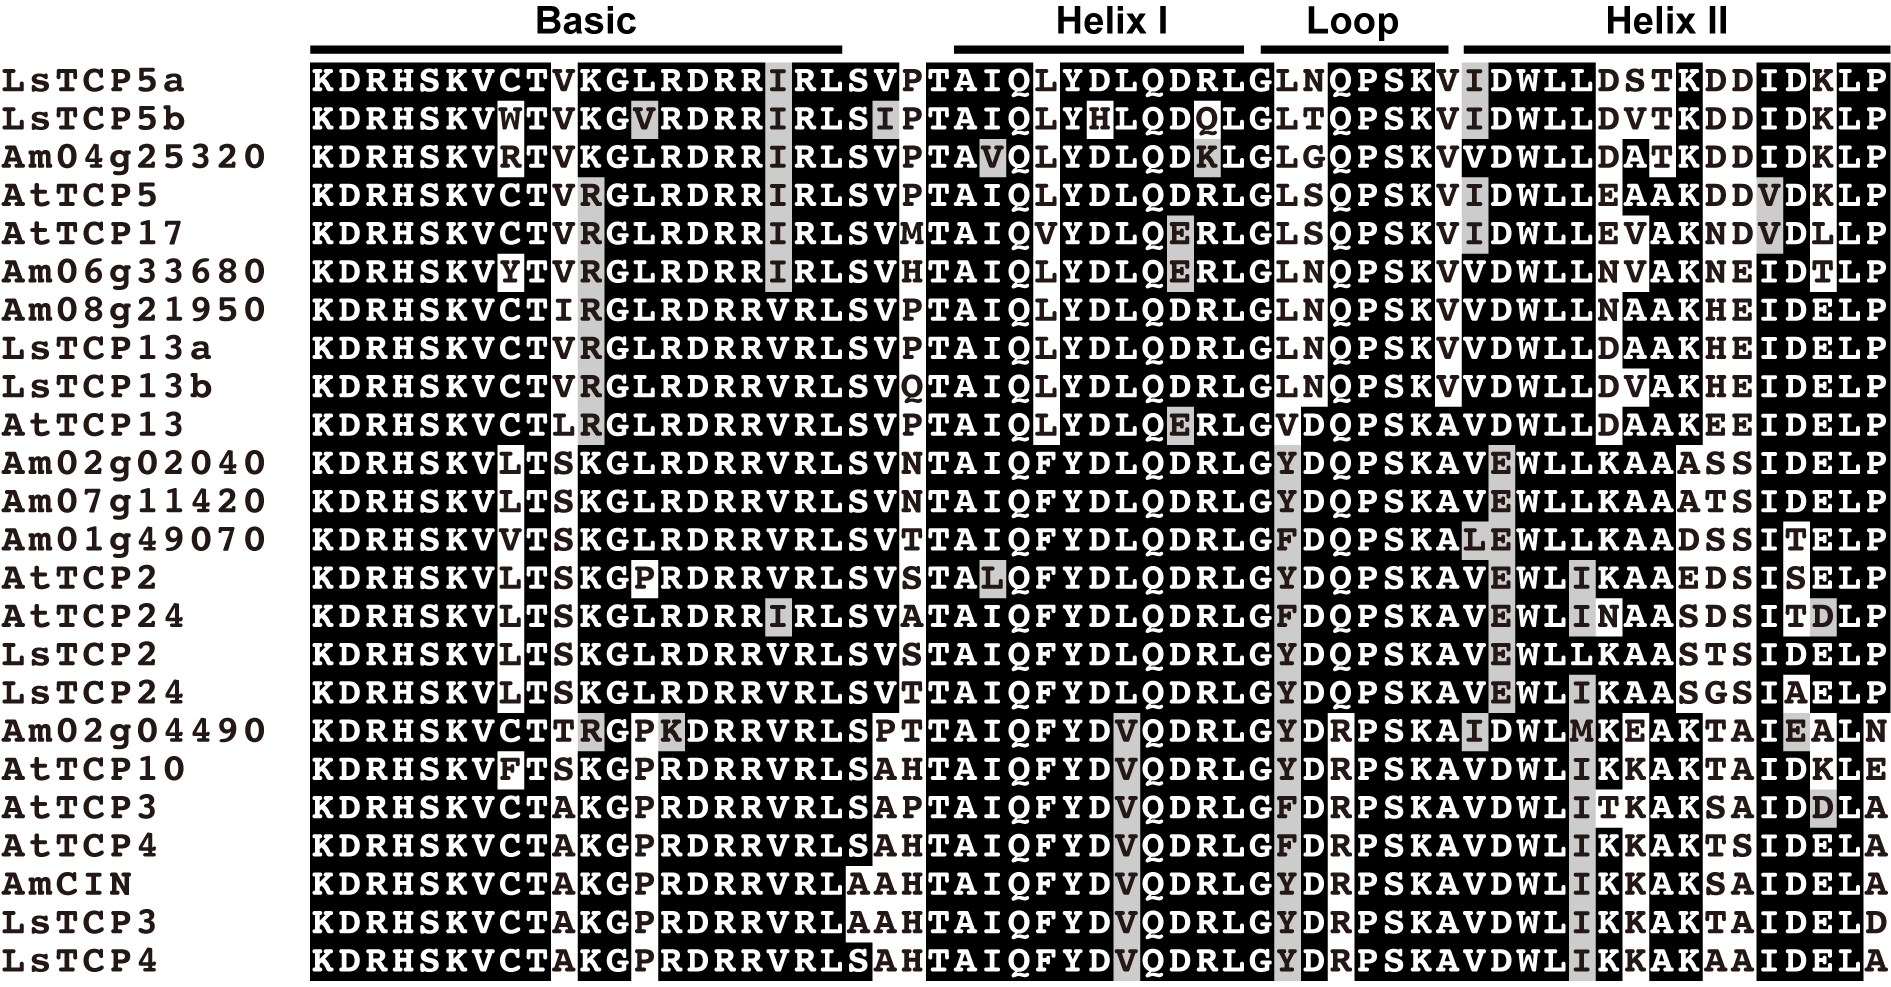
**

**Fig. S4.** **Alignment of the deduced amino acid sequences of the TCP domains from TCP proteins.**

The TCP proteins have a conserved basic helix–loop–helix (bHLH) motif called the TCP domain. Ls, *Lactuca sativa*; Am, *Antirrhinum* *majus*; At, *Arabidopsis* *thaliana*.

**
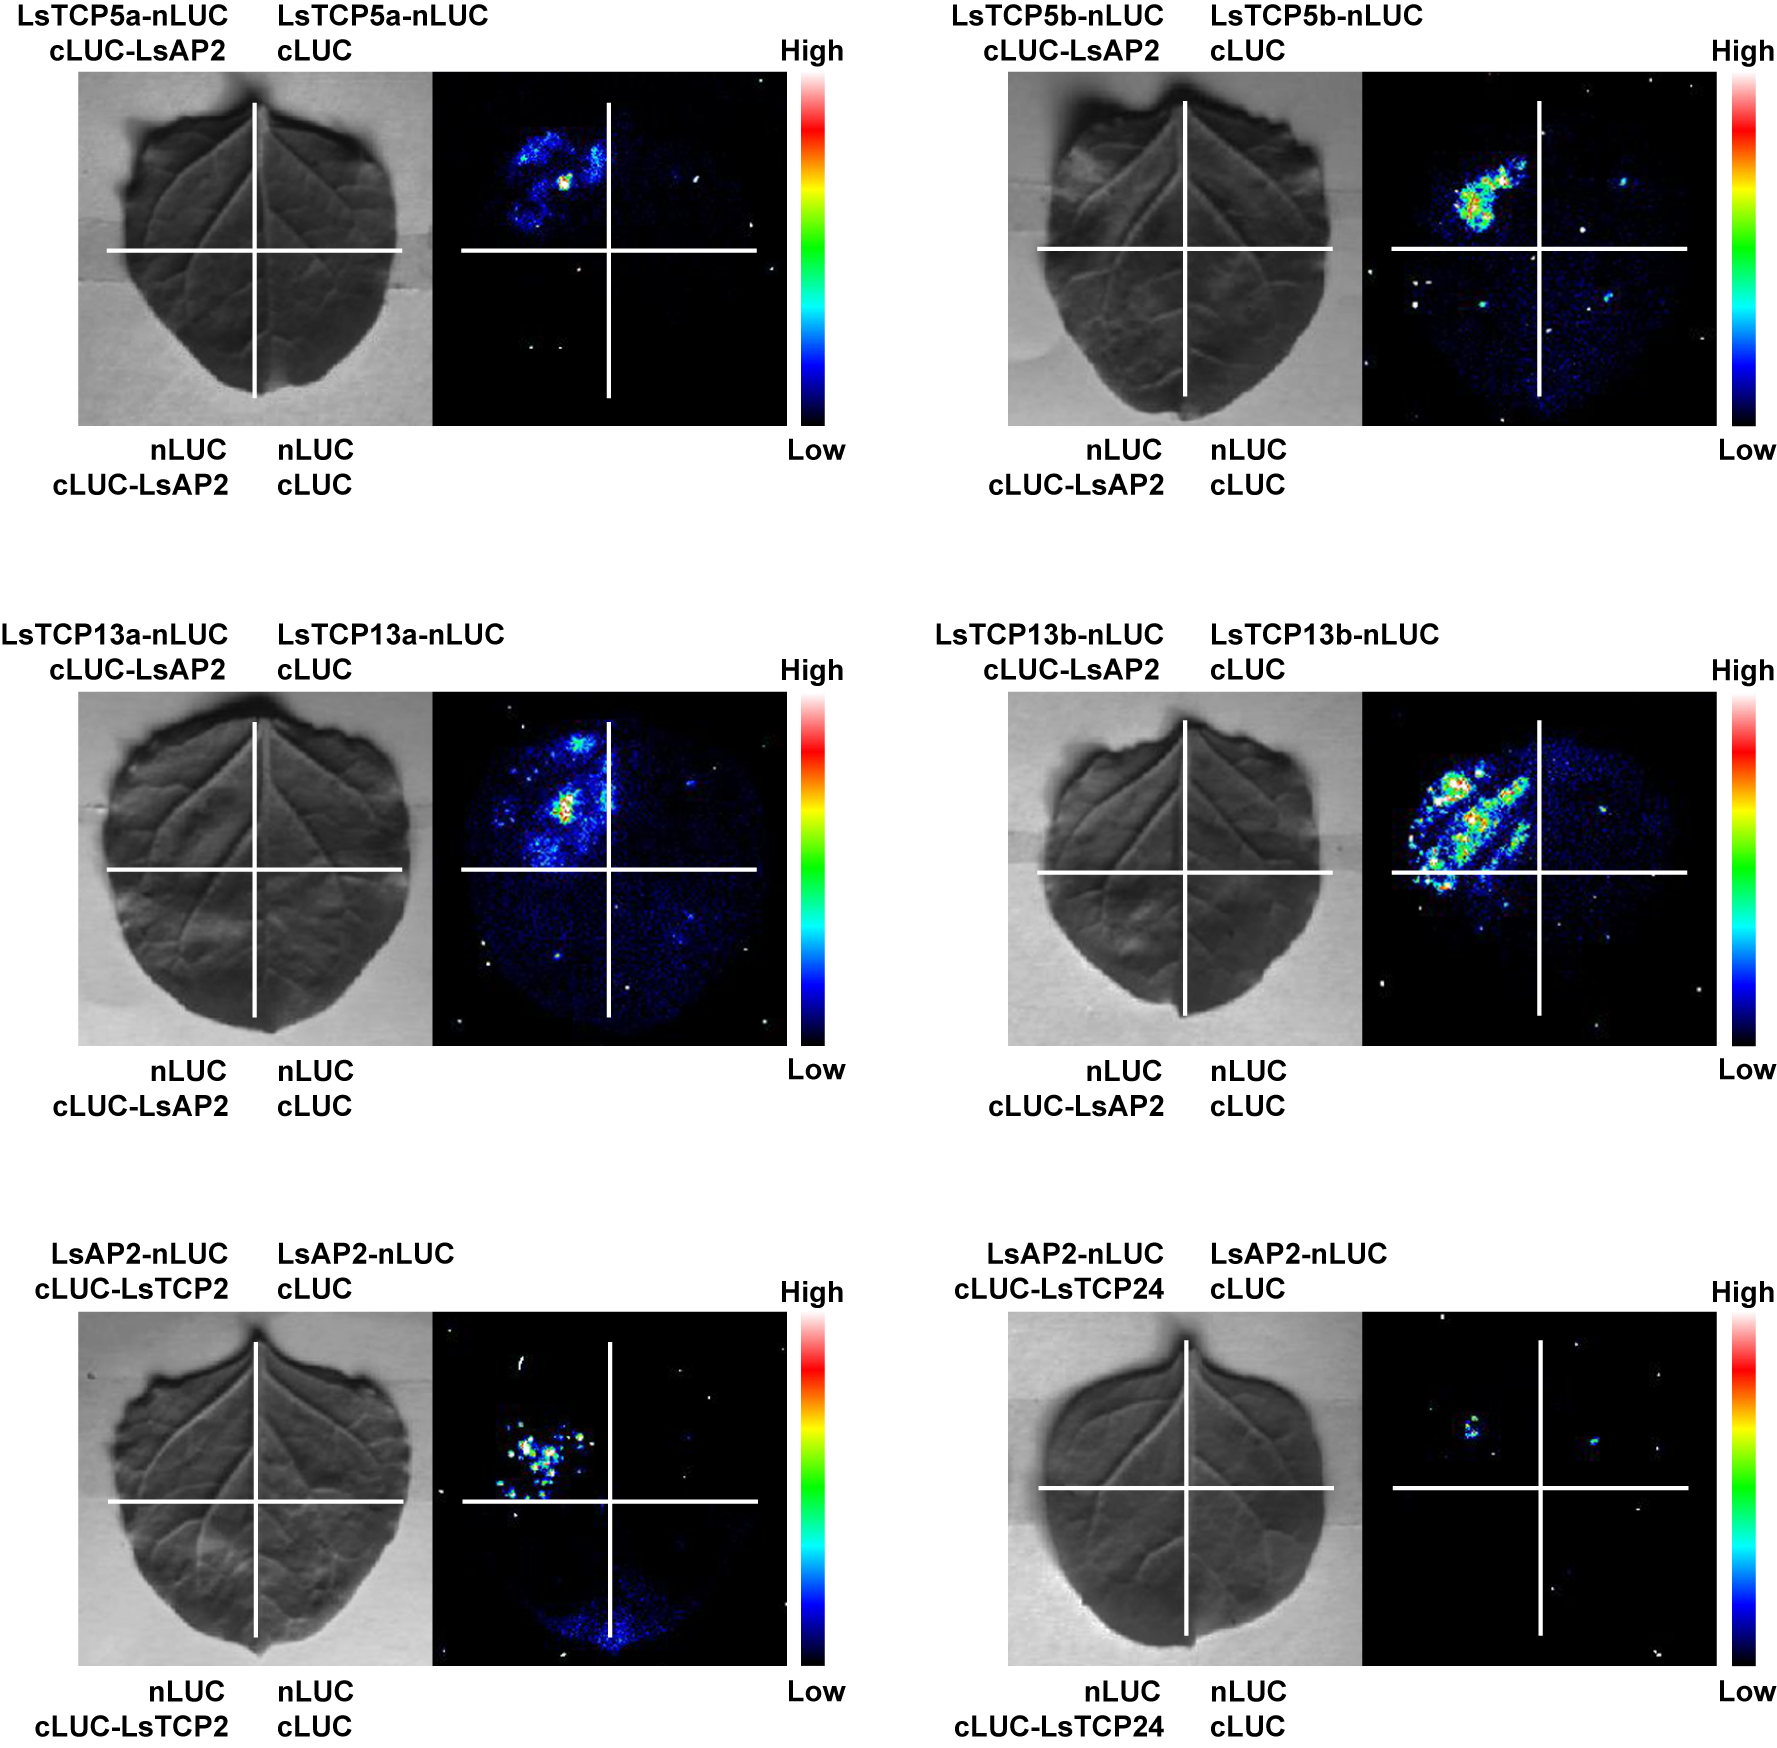
**

**Fig. S5. LCI assays show the interactions between LsAP2 and CIN-like TCPs.**

**
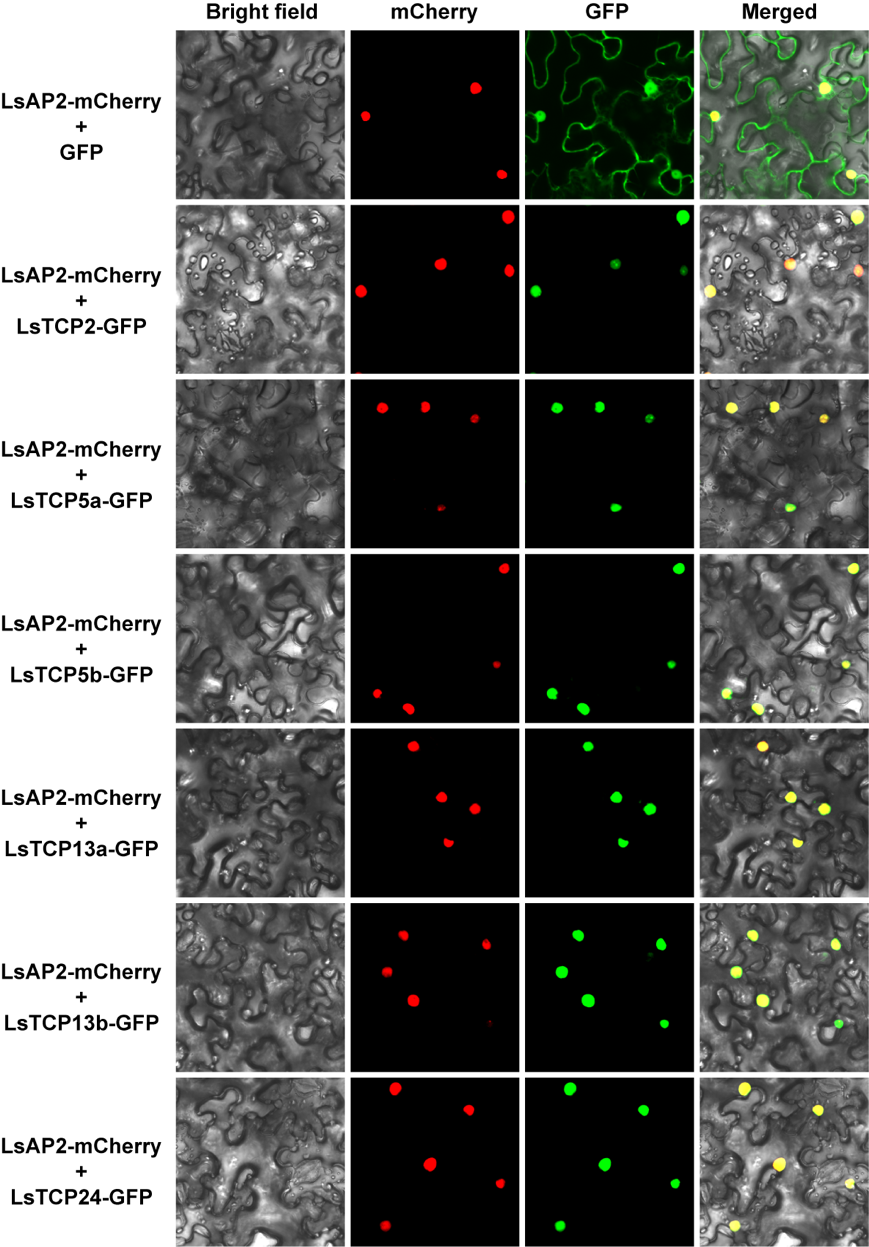
**

**Fig. S6. Subcellular localization of the CIN-like TCP proteins.**

**
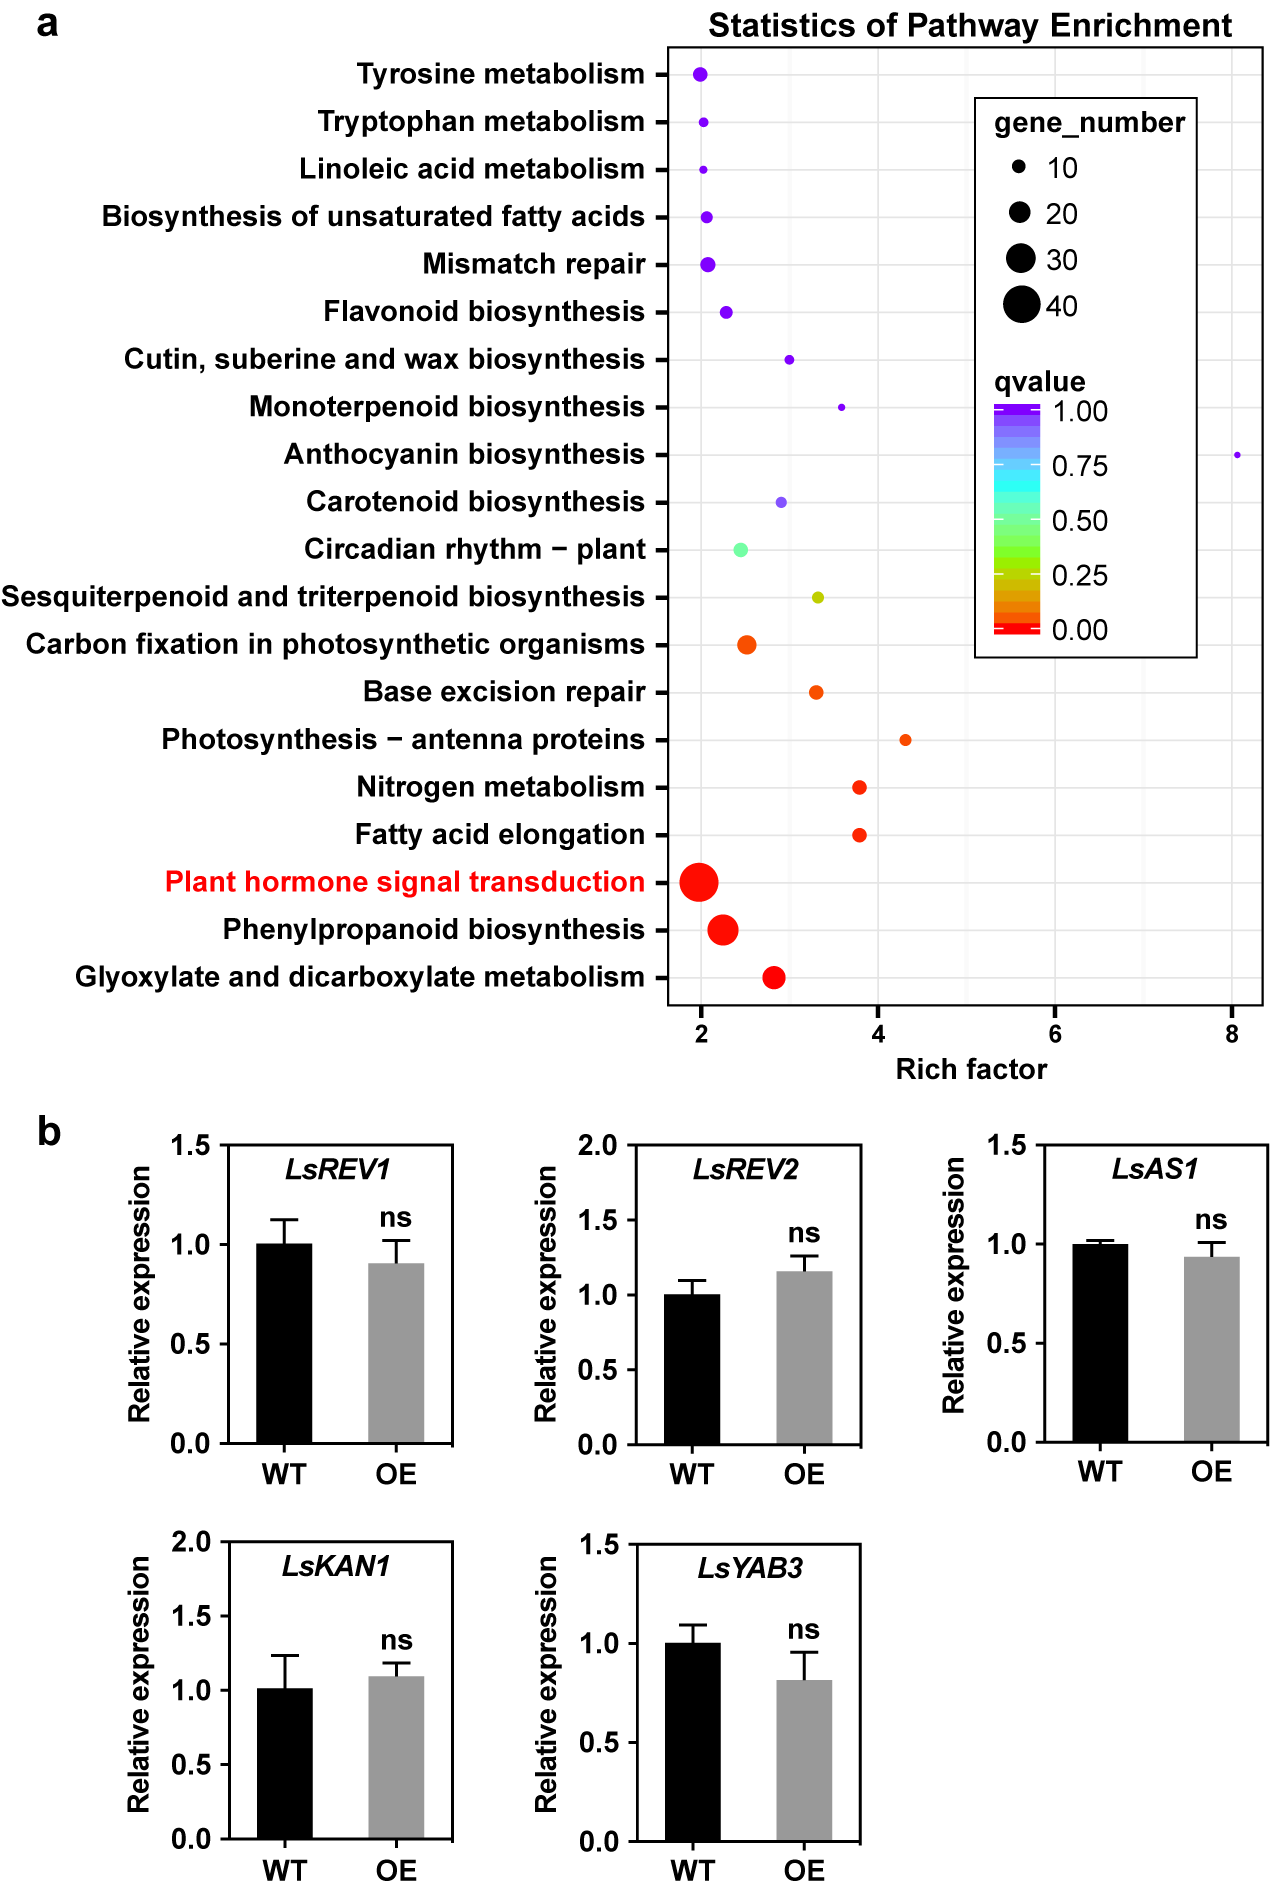
**

**Fig. S7. KEGG enrichment analysis of the differentially expressed genes and expression analysis of polarity-related genes.**

(a) KEGG enrichment analysis of the differentially expressed genes. (b) The qRT-PCR analysis shows the expression levels of adaxial–abaxial identity genes between WT and *LsAP2*-OE plants. 

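An enrichment analysis sets the share of the differentially expressed genes that falls in each KEGG pathway against the share in a background. The paper used KOBAS for it, and its text does not name the background. A pathway can be enriched with genes that rise and genes that fall. An enrichment by itself therefore gives no direction of change, which is given by the fold change of each gene in Dataset S1. The qRT-PCR panel measures transcripts one gene at a time relative to WT. It is another assay than RNA-seq, and whether it used the same leaf RNA is not stated. Neither measurement was analysed here.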

Values are means ± SD (*n* = 3). Data were normalized as 1 in WT. Significant differences were determined by the Student’s *t* test (ns, not significant).

**
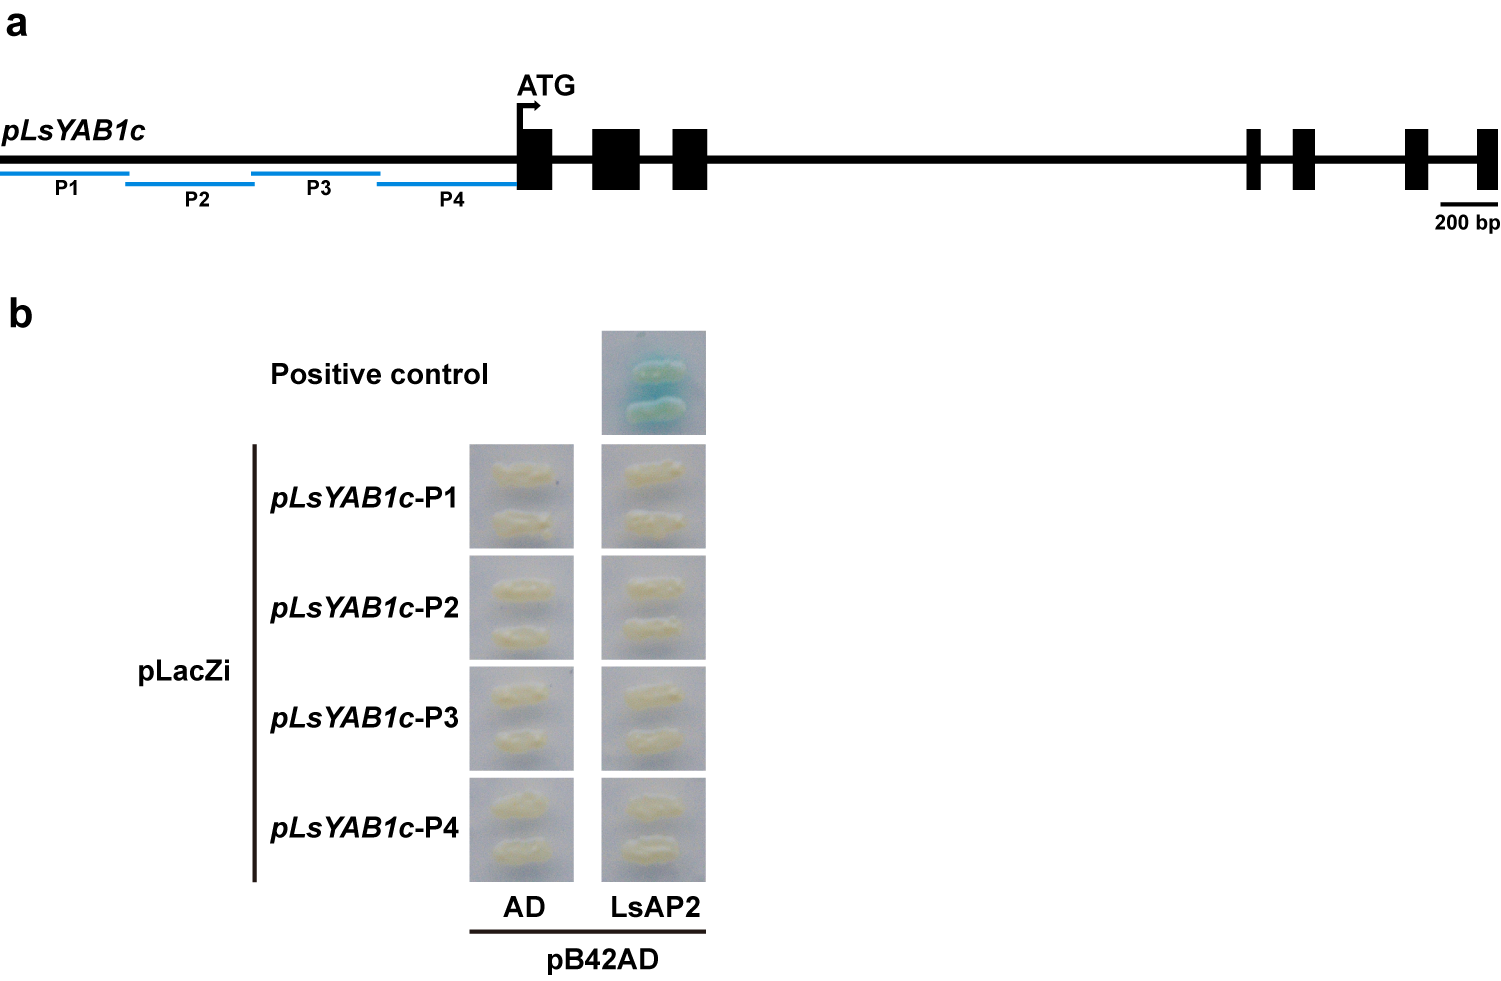
**

**Fig. S8.** **Interaction analysis between LsAP2 and *LsYAB1c* promoter.**

(a) Schematic representation of the *LsYAB1c* gene structure used for the LsAP2 binding assays. (b) Yeast one-hybrid assays test the interactions between LsAP2 and *LsYAB1c* promoter. Blue indicates an interaction.

**
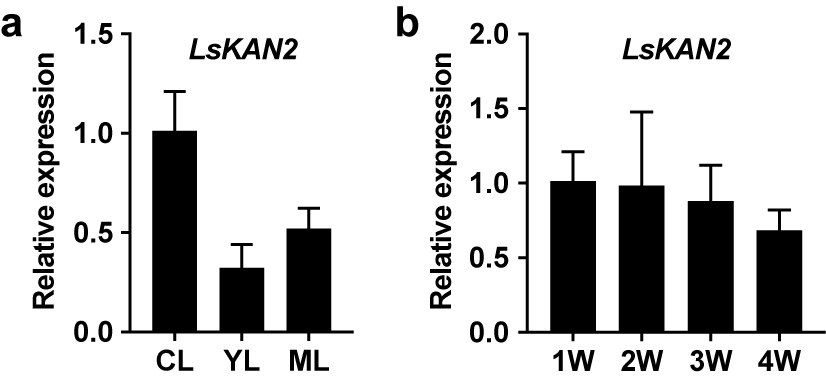
**

**Fig. S9. Expression of *LsKAN2* in leaves and** **shoot apexes.**

(a) Expression of *LsKAN2* in different leaves. CL, cotyledon; YL, young leaf; ML, mature leaf. Values are means ± SD (*n* = 3). Data were normalized as 1 in young leaf. (b) Expression of *LsKAN2* in shoot apexes at different vegetative growth stages. 1W, 1 week; 2W, 2 weeks, 3W, 3 weeks; 4W, 4 weeks. Values are means ± SD (*n* = 3). Data were normalized as 1 in 1-week-old shoot apex.

**Table S1. Primers used in this study.**

**Table S2.** **Accession numbers of the genes used in this study.**

How the deposited data were processed for this re-analysis (not part of the article)

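RNA-seq libraries of young leaves of 1-month-old lettuce plants were analysed, 3 of WT and 3 of *LsAP2*-OE, which the paper describes as biological replicates. Which *LsAP2*-OE line was sequenced, and whether the replicates came from 1 line or more, is not given in the sources used here. A difference particular to a line therefore cannot be told apart from an effect of *LsAP2*. The authors aligned clean reads to the lettuce genome with HISAT2 on the BMKCloud platform, and called genes with DESeq at a fold change of at least 2 and an FDR below 0.01. The submitters' processing notes name HISAT2, HISAT and DESeq. The versions of these tools, the program that quantified genes and the genome build are not given in the sources used here. The deposited table is Dataset S1 of the paper. The authors' signal in it is a normalized expression value for each gene and library, whose kind of normalization is not named. Low values give no common step within a library, so neither whole reads nor depth can be recovered, and no precision from counting can be given. The authors' FDR column is the adjusted p-value of their DESeq comparison, and the authors' log2 column is the fold change from the same comparison. The table holds the 2579 genes that the authors called, 1548 up and 1031 down. No test of enrichment was run on it, and a count of genes in it repeats the selection made on these same libraries. The p-value of each gene in it follows the same selection.

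Values were compared between the groups on the scale log2(value + 0.1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, no filter on low values and no replicate block. P-values were adjusted by the Benjamini-Hochberg method over the 2579 genes, and a gene was called higher or lower at an adjusted p below 0.01. Log2 fold changes from limma are on this scale, which understates the change of low genes. Ratios of means were taken from the values without a pseudocount. The values per library sum to 97790 to 112997 over the listed genes, and 15 to 33 genes are listed at 0 in a library. Tables were read with data.table 1.17.8, pandas 2.3.3 and numpy 2.4.6, and Fisher's exact test was run with scipy 1.17.1 in Python 3.11.15. The 36 gene lists were made by matching words in the Swiss-Prot descriptions, which 1949 of the genes carry, and the 8 hormone classes follow the parts of the KEGG map of plant hormone signal transduction. For each list, the called genes that were higher and lower were compared with all other called genes that have a description, and the p-values were adjusted over the 30 lists with at least 5 called members. At an adjusted p below 0.05, 9 lists had a direction, 4 toward higher and 5 toward lower, 21 did not, and 6 were not tested. This test treats genes as independent, which copies of a gene family are not. None of the gene IDs of the table matched the RefSeq gene table of lettuce (0 matches, assembly Lsat_Salinas_v11), so names are those of the paper's Table S2 and of the Swiss-Prot column, and 197 genes carry IDs of new genes. No genome of the build of the IDs was used here, and no coordinates are given.

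The named genes follow a rule written before any test was run, but with the values of the first 1749 of the 2579 rows of Dataset S1 open, as were the gene lists and the alternatives: the genes of Table S2 in the table, the 5 described genes with the largest rise and the 5 with the largest fall among those with a mean value of at least 1 whose groups do not overlap, for each list up to 4 called members (2 by fold change and 2 by level), and every gene described as APETALA 2, KANADI, YABBY or TCP. Other named genes were chosen after their values were seen. Among them are most members of counts of 5 or fewer, *PYL6*, *ARF19*, *PIN1c*, a *FAMA* gene and genes given by description alone. The kinase inhibitors and clock genes that the rule does not pick are also among them. The alternatives were pseudocounts of 1 and 0.01, a filter on genes of mean value of at least 1, no mean-variance trend, replicate number as a block, centring within groups, each library left out in turn, the authors' fold change and FDR, an adjusted p below 0.05, and lists matched to the NR descriptions. The procedure was tested on simulated data for the comparison of *LsAP2*-OE with WT over 2579 genes, with 50 genes changed at each of 4 sizes. At log2 changes of −2, −1, 1 and 2 it recovered 84%, 50%, 58% and 92% of them, with 3 false calls among 2379 unchanged genes. The simulation changed 200 genes, while 2546 genes of the selected table passed, so the adjustment is stricter in the simulation. These rates therefore do not carry over to the table. In 20 simulated tables, a list given a direction was found in 20, and 1 of 600 other lists passed. Fold changes were shuffled over the genes there, so the members of the other lists moved independently. The share of 1 in 600 therefore does not carry over to lists of similar copies, such as the histones. Genes that were not in the table, the qRT-PCR and the IAA measurement were not analysed here.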

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

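The tests of a mislabelled library, of another *TCP* copy, of normalization and of leaf maturity and the splits of the libraries were chosen only after the results were seen, and the gene lists were written with the values of most genes of the table open. The text of the paper does not report on the following gene groups in the RNA-seq data, and each passed the test of direction in *LsAP2*-OE. Of the genes in the table, all 78 histone genes, all 21 genes of DNA replication and all 6 *GRF* and *GIF* genes were lower. Of 22 flavonoid genes 14 were lower and 8 higher, and of 16 flowering genes 14 were lower and 2 higher. All 32 genes of carbon fixation and photorespiration in the table were higher. Of 33 lignin genes 31 were higher, of 17 xylem markers 15 and of 38 defence receptors 33. The direction was lost for flavonoid genes with genes of mean value of at least 1 (adjusted p = 0.0917 by Fisher's exact test, range over all alternatives 0.0344 to 0.0917), and by the NR descriptions for flowering (0.153, range 2.62e-04 to 0.153), defence receptors (0.153, range 6.83e-05 to 0.153) and xylem (0.117, range 0.0174 to 0.117), while *GRF* and *GIF* were then too few to test.

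*LsTCP3* was at 1.09 in WT replicate 1, 29.5-fold below the mean of the other two WT libraries, and was the 1 gene of the table over 8-fold below both of them; groups of 3 libraries were not tested for an outlying library. A library mislabelled, or mixed to the share that *LsTCP3* would need, would hold most genes at the *LsAP2*-OE level, but of 2500 genes called by limma without WT replicate 1, 25 (1%) lay nearer to the *LsAP2*-OE mean than to that of the other two WT libraries in WT replicate 1, which argues against it. The authors selected the table with this library counted as WT, which lowers this share by an unknown amount, although *LsTCP3* itself passed that selection. Reads assigned to another CIN-like *TCP* copy cannot be told apart from a low level of *LsTCP3*, since 0 of the other 7 CIN-like *TCP* genes of Table S2 were analysed here. A difference between the WT plants stays open as untested.

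Genes of DNA replication were lower and genes of carbon fixation higher. Their median log2 fold changes, −1.38 and 1.47, differed by 2.85, which does not test the authors' normalization, since the table holds only genes changed by at least 2-fold and the lists were picked for their opposite directions, so how far it moved either list stays open. A more mature stage of the sampled *LsAP2*-OE leaves stays open as untested: of 30 called markers of xylem, phloem and senescing leaves, 28 (93.3%) were higher, but this share tests nothing, since the lists were pooled after their directions were seen, and phloem and senescing leaves did not pass by themselves (adjusted p = 0.277 each, Fisher's exact test). Of the 17 xylem markers, 13 are also in the lignin list, and the design cannot separate a stage of the leaf from an effect of *LsAP2* on it.

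The 6 libraries can be split into 3 against 3 in 10 ways, too few for a share under 0.05. The real split gave 1525 genes higher and 1021 lower, 1334 and 1019 with a fold change of at least 2, and 9 lists with a direction. The highest of the other splits gave 0 for each of them, so that 1 of 10 splits reached each value. The table was selected for genes that differ in the real split.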

How the results depend on the processing

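The alternatives in this part were set before any test was run, but with the values of most genes of the table open. Some of the named genes were chosen after their values were seen. Leaving out 1 library gave 1472 to 1501 genes higher and 996 to 1008 lower at an adjusted p below 0.01 from limma, and 1272 to 1326 higher and 989 to 1002 lower with a fold change of at least 2. Pseudocounts of 1 and 0.01, no mean-variance trend, centring within groups and an adjusted p below 0.05 gave 1509 to 1546 higher and 1005 to 1029 lower. Genes of mean value of at least 1 gave 1294 and 891, with fewer genes tested. With a pseudocount of 1, 866 genes were higher and 738 lower by 2-fold, since this pseudocount shrinks the fold changes of low genes by construction. The number of lists with a direction was 9 under every alternative except the NR descriptions, which gave 5 because they find fewer members: *GRF* and *GIF* with 3 of 3 members lower was too small to test, and the adjusted p by Fisher's exact test was 0.153 for flowering, 0.153 for defence receptors and 0.117 for xylem. With genes of mean value of at least 1, flavonoid genes lost their call (adjusted p = 0.0917, 2-sided) and wall loosening gained one (0.0495); the cause was not tested. Of 437 list comparisons, 432 were the same, 4 weaker, 1 stronger and 0 reversed. Of 167 named genes, 159 kept their side of the threshold under each alternative fitted to them. For 12 genes this leaves out the filter on mean value, and for all it leaves out the adjusted p below 0.05 and the NR descriptions. None of 2159 comparisons reversed, 15 being weaker and 9 stronger. In 2563 of the 2579 selected genes the groups did not overlap, so a reversal was hardly possible. The authors' FDR calls every gene of the table by construction. The sameness of genes and lists is therefore limited support. Auxin made up 23 of 55 hormone genes (41.8%), and 18 of 38 (47.4%) by the NR descriptions. The depth is unknown, and genes that the authors had not called cannot be counted.

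The replicate numbers are shared by the groups, but nothing says that they pair the plants. Deviations from the group means correlated at −0.0136, −0.0389 and 0.0136 between libraries of the same number, and 1 of 6 libraries correlated best with its own number. With the replicate block, 1520 genes were higher and 1018 lower, 1334 and 1017 with a fold change of at least 2, and 9 lists had a direction. Of the named genes, a cyclin-dependent kinase inhibitor (Lactuca_sativa_newGene_2424) and *CLAVATA1* (Lsat_1_v5_gn_8_30001) were then not called (adjusted p = 0.0109 and 0.0121 from limma, ranges over all alternatives 0.00133 to 0.0222 and 7.85e-04 to 0.0176), and *LsTCP3*, a *LUX* gene and LOB domain-containing protein 6 were called.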

Differences from the paper's values

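No test in this part was chosen after the result was seen, apart from the count of genes over 1 log2 unit apart and the comparison less the median difference. Of 21 genes of Table S2 with values in the table, 6 differ in their log2 fold change from the authors' deposited table by more than the error, and 15 do not. The error is the pooled SD of the log2 values of the replicates. It is a spread of single libraries, and both fold changes come from the same libraries except where 1 is left out. It is therefore a yardstick and not a test. Where 1 is left out, the authors' value still rests on all 6, so the difference also reflects the library left out. The largest difference of the 21, −1.53 for *LsTCP3*, lies within its SD of 1.99. Each of the 15 differed by more than the error under some alternative. Both scales are log2, and the sign is the same in each. For *LsIAA14* the log2 fold change was 2.92 and the paper's 3.01. The difference fell within the error with a pseudocount of 0.01, without WT replicate 1, without WT replicate 2, without *LsAP2*-OE replicate 1 and without *LsAP2*-OE replicate 3. *LsARF5a* had a log2 fold change of −1.44, against the paper's −1.33. The difference fell within the error with a pseudocount of 1, without WT replicate 2, without WT replicate 3 and without *LsAP2*-OE replicate 2. For *LsGH3.1b* the log2 fold change was −2.57 and the paper's −2.47. The difference fell within the error without WT replicate 2 and without *LsAP2*-OE replicate 1. *LsSAUR12* had a log2 fold change of −1.71, against the paper's −1.60. The difference fell within the error with a pseudocount of 1 and without *LsAP2*-OE replicate 3. For *LsSAUR22* the log2 fold change was 1.47 and the paper's 1.71. The difference fell within the error without WT replicate 1 and without *LsAP2*-OE replicate 2. *LsKAN2* had a log2 fold change of −4.60, against the paper's −3.47. The difference fell within the error with a pseudocount of 1 and without *LsAP2*-OE replicate 2. Of the alternatives set before the tests were run, the other pseudocounts and left-out libraries still gave a difference. The filter on mean value, no trend, the replicate block and centring within groups leave the fold change of each gene as it is by construction, and so say nothing on these 6 differences. Over the 2579 genes, the log2 fold change lay apart from that in the authors' deposited table by a median of −0.10, and the differences of *LsIAA14*, *LsARF5a*, *LsGH3.1b* and *LsSAUR12* are about this size, so they are not specific to these genes. With this median taken off, a step chosen after the values were seen, *LsKAN2* and, newly, *LsAP2* differ by more than the error and the other 5 of the 6 do not; at a fold change of at least 2 and an adjusted p below 0.01, it would call 2518 of the 2579 genes that the authors called, in place of 2353, and drop 61.

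The paper's number of differentially expressed genes is 2579, and limma gave 2353 at the same thresholds of fold change and adjusted p, or 1604 with a pseudocount of 1. Both were counted within the paper's own 2579 genes, with the p-values adjusted over these alone, so that they cannot exceed the paper's number and are no independent check of it. The authors called *LsTCP3* (log2 fold change −1.43 in the authors' deposited table), while limma did not (−2.97). With the replicate block (adjusted p = 0.00702 from limma) and without WT replicate 1 (4.16e-06) it was called, with a range of 4.16e-06 to 0.122 over all alternatives. The genes *LUX* (Lsat_1_v5_gn_8_72921) and LOB domain-containing protein 6 (Lsat_1_v5_gn_9_46460), which the authors called, passed with the block (0.00354 and 0.00396) and without *LsAP2*-OE replicates 2 and 3, respectively (0.00180 and 0.00921), within ranges of 3.88e-04 to 0.0395 and 0.00187 to 0.0509. The log2 fold change differed from that in the authors' deposited table by over 1 in 22 of the 2579 genes, and in sign in 0. Among the 22 are a hyoscyamine 6-dioxygenase (Lsat_1_v5_gn_6_82740, 0.0349 ± 0.0604 in WT and 7.99 ± 0.594 in *LsAP2*-OE, with the authors' log2 fold change at 1.37), a putative AC transposase (Lactuca_sativa_newGene_3202, 0.0147 ± 0.0255 and 3.72 ± 0.386, 1.54) and *ERF1B* (Lsat_1_v5_gn_5_182420, 0.117 ± 0.150 and 5.76 ± 0.697, 2.60; SD, n = 3), chosen after their values were seen. The hyoscyamine 6-dioxygenase and the transposase are listed at 0 in 2 WT libraries and *ERF1B* in 1. The pseudocount therefore sets the size of their fold change here, and it is not set beside the authors' as a value. The group means given here hold no pseudocount, and they also lie further apart than the authors' fold changes. The pseudocount therefore does not account for the smaller fold changes of the authors, and the cause was not tested. The paper states that auxin genes are the majority of its genes of hormone signal transduction. By Swiss-Prot descriptions, which are not the KEGG annotation that it used, auxin was the largest class but made up 23 of 55.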

Other observations

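The test of the clock was chosen only after the result was seen, as were its genes and their phases. Genes of flavonoid and anthocyanin synthesis moved apart in *LsAP2*-OE leaves, with 8 of 22 higher and 14 lower. Dihydroflavonol 4-reductase (Lsat_1_v5_gn_2_77261) fell from 197 ± 11.7 to 7.32 ± 0.309 and leucoanthocyanidin dioxygenase (Lsat_1_v5_gn_9_97280), which acts after it toward anthocyanins, from 255 ± 19.4 to 31.8 ± 1.26 (SD, n = 3). Chalcone synthase (Lsat_1_v5_gn_2_76880), the entry to the pathway, fell by 1.90 on the log2 scale, and a flavone synthase (Lsat_1_v5_gn_0_17841) rose by 4.44. Of 38 defence receptors, 33 were higher, 2 lower and 3 did not pass, led on the log2 scale by a *TAO1*-described gene (Lactuca_sativa_newGene_5450, 0.0447 ± 0.0391 in WT and 0.899 ± 0.154 in *LsAP2*-OE; SD, n = 3). The 2 lower genes are a *TMV resistance protein N* and a probable disease resistance protein, those that did not pass are a Toll/interleukin receptor-like and a pair of putative disease resistance proteins, and the receptors are similar copies at low values that may share reads (adjusted p = 6.83e-05 to 0.153 over all alternatives, Fisher's exact test). Of 24 genes of cutin and wax synthesis, 14 were higher and 10 lower. The alkane hydroxylase *MAH1* (Lsat_1_v5_gn_5_90700) had a mean of 2.97 ± 0.252 in WT and is listed at 0 in every *LsAP2*-OE library, and a fatty acyl-CoA reductase (Lsat_1_v5_gn_2_96001) rose from 164 ± 1.64 to 344 ± 6.35 (SD, n = 3). Of 14 genes of guard cells and the stomatal lineage, 8 were higher and 6 lower. *TOO MANY MOUTHS* (Lsat_1_v5_gn_3_36141), a receptor of stomatal patterning, fell from 13.4 ± 1.63 to 1.45 ± 0.255, while *ASPARTIC PROTEASE IN GUARD CELL 1* (Lsat_1_v5_gn_9_68220) rose from 0.653 ± 0.160 to 22.2 ± 1.84 (SD, n = 3). The adjusted p by Fisher's exact test, two-sided, was 0.0459 for flavonoids, 1.82e-04 for defence receptors, 0.920 for cutin and wax and 0.978 for guard cells. For flavonoids it was 0.0344 to 0.0917 over all alternatives.

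Of 25 genes of heat and cold stress, 11 were higher, 13 lower and 1, described as heat stress factor A-2b, did not pass. Of the 5 *DREB1* genes, which respond to cold, 4 were lower, and *DREB1D* (Lsat_1_v5_gn_9_54680) fell from 7.46 ± 0.254 to 0.129 ± 0.0619 (SD, n = 3). A *Lea5* gene (Lsat_1_v5_gn_9_5440) rose by 4.59 on the log2 scale. Of 9 transposon-derived genes, 5 were higher, 3 lower and 1 did not pass. The 3 lower and the 1 that did not pass are described as *RE1* polyproteins. Of 10 laticifer markers, 6 were higher and 4 lower. A germacrene A synthase (Lsat_1_v5_gn_2_29221), the entry to sesquiterpene lactones, had a log2 fold change of 3.54. A polyphenol oxidase (Lsat_1_v5_gn_9_102320) fell from 759.6 ± 58.5 to 329 ± 9.47 and another (Lsat_1_v5_gn_5_119940) rose from 17.7 ± 1.04 to 111 ± 4.37 (SD, n = 3). Of 7 epidermis markers, 3 lipid-transfer proteins were higher and 4 genes lower. Non-specific lipid-transfer protein 1 (Lsat_1_v5_gn_5_152441) fell from 1909 ± 306 to 204 ± 6.82 and protodermal factor 1 (Lsat_1_v5_gn_4_26620) from 347 ± 28.5 to 109 ± 4.05 (SD, n = 3). Of the trichome markers, *BRANCHLESS TRICHOME* (Lsat_1_v5_gn_6_10100) had a log2 fold change of 1.24 and *HDG11* (Lsat_1_v5_gn_8_781) of −1.11, too few to test. The adjusted p by Fisher's exact test, two-sided, was 0.206 for heat and cold stress, 1 for each of transposons and laticifers, and 0.653 for the epidermis.

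Of 10 clock genes, 3 were higher, 6 lower and 1 did not pass (adjusted p = 0.206, Fisher's exact test, two-sided). The 6 genes grouped here as genes of the day, *PRR37* (−2.79 on the log2 scale), *PRR5* (−2.06), *REVEILLE 8* (−1.92), *PRR73* (−1.69) and a pair of *GIGANTEA* genes (−1.52 and −1.21), were lower, while of the 4 grouped as genes of the evening both *PRR1* genes (3.05 and 1.21) and a *LUX* gene (1.96) were higher and another *LUX* gene (Lsat_1_v5_gn_8_72921, 1.22) did not pass (adjusted p = 0.0113 from limma, 0.00180 without *LsAP2*-OE replicate 2, range over all alternatives 3.88e-04 to 0.0395). The medians of these groups differed by 3.39 on the log2 scale, a gap that tests nothing, since the genes were grouped after their values were seen. The phases were assigned here and not measured. With the *GIGANTEA* genes placed in the evening group instead, that group would hold genes that moved in both directions. A later time of day at harvest of the *LsAP2*-OE leaves cannot be told apart from an effect of *LsAP2* on the clock, since the sources used here give no harvest time for the RNA-seq plants.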
